# A seven-membered cell wall related transglycosylase gene family in *Aspergillus niger* is relevant for cell wall integrity in cell wall mutants with reduced α-glucan or galactomannan

**DOI:** 10.1016/j.tcsw.2020.100039

**Published:** 2020-03-21

**Authors:** Tim M. van Leeuwe, Jasper Wattjes, Anna Niehues, Gabriel Forn-Cuní, Nicholas Geoffrion, Hugo Mélida, Mark Arentshorst, Antonio Molina, Adrian Tsang, Annemarie H. Meijer, Bruno M. Moerschbacher, Peter J. Punt, Arthur F.J. Ram

**Keywords:** Chitin, Crh transglycosylases, α-glucan, Cell wall integrity, *Aspergillus niger*

## Abstract

Chitin is an important fungal cell wall component that is cross-linked to β-glucan for structural integrity. Acquisition of chitin to glucan cross-links has previously been shown to be performed by transglycosylation enzymes in *Saccharomyces cerevisiae*, called Congo Red hypersensitive (Crh) enzymes. Here, we characterized the impact of deleting all seven members of the *crh* gene family (*crhA-G*) in *Aspergillus niger* on cell wall integrity, cell wall composition and genome-wide gene expression. In this study, we show that the seven-fold *crh* knockout strain shows slightly compact growth on plates, but no increased sensitivity to cell wall perturbing compounds. Additionally, we found that the cell wall composition of this knockout strain was virtually identical to that of the wild type. In congruence with these data, genome-wide expression analysis revealed very limited changes in gene expression and no signs of activation of the cell wall integrity response pathway. However, deleting the entire *crh* gene family in cell wall mutants that are deficient in either galactofuranose or α-glucan, mainly α-1,3-glucan, resulted in a synthetic growth defect and an increased sensitivity towards Congo Red compared to the parental strains, respectively. Altogether, these results indicate that loss of the *crh* gene family in *A. niger* does not trigger the cell wall integrity response, but does play an important role in ensuring cell wall integrity in mutant strains with reduced galactofuranose or α-glucan.

## Highlights

• *Aspergillus niger* has seven chitin transglycosylation (*crh*) gene orthologues.
• All seven *crh* genes (*crhA-G*) are dispensable for growth and development.
• Disruption of *crhA*-*G* neither weakens the cell wall nor triggers the CWI response.
• Crh enzymes are relevant for CWI in absence of either α-glucan or galactofuranose.
• α-Glucan compensates for Crh loss in chitin-to-cell-wall tethering.

## 1 Introduction

The fungal cell wall is a rigid, yet dynamic structure that dictates cell shape, provides protection from other microbes, helps to colonize new environments and is required for virulence in pathogenic fungi. The fungal cell wall consists of different polymeric sugars, including α-1,3-glucans, mixed α-1,3/1–4-glucans, β-1,3-glucans, β-1,6-glucans and mixed β-1,3/1,4 or β-1,3/1,6 glucan varieties, chitin (β-1,4-*N*-acetyl glucosamine polymer), galactomannan and glycoproteins (Free, 2013, Gow et al., 2017, Ruiz-Herrera and Ortiz-Castellanos, 2019). In filamentous fungi, β-1,3-glucans and chitin comprise the majority of these polymers, forming intrachain hydrogen bonds that can assemble into microfibrils to form a scaffold around the cell (Gow et al., 2017). Additionally, β-1,3-glucans act as a backbone structure wherefrom branching, through β-1,6-glucan linkages that constitute 3% to 4% of the total glucan linkages (Latgé, 2007), creates multiple β-1,3-glucan non-reducing end acceptor sites. These non-reducing ends can be used for covalent cross-links for other β-1,3-glucans, chitin and mannan, facilitated by Gel/Gas/Php, Crh and Ktr/Mnt/Mnn families, respectively (Cabib et al., 2008, Cabib et al., 2007, Fontaine et al., 2000, Fonzi, 1999, Hartland et al., 1996, Henry et al., 2016, Mouyna et al., 2000, Rodríguez-Peña et al., 2000, Samalova et al., 2017).

Prior to cross-linking, both β-1,3-glucan and chitin are synthesized at the plasma membrane by β-glucan and chitin synthases using UDP-glucose and UDP-*N*-acetyl-glucosamine, respectively. Polymers are extruded into the periplasmic space, where chitin becomes cross-linked to glucan by GPI-anchored Crh transglycosylases (Arroyo et al., 2016). Crh enzymes exhibit both chitinase and transglycosylation activity, effectively hydrolyzing a chitin donor molecule followed by subsequent (re-)attachment to acceptor substrates. These acceptor substrates are either chitin (homotransglycosylation) or β-1,3 and β-1,6-glucans (heterotransglycosylation), respectively (Mazáň et al., 2013). Crh enzymes can be classified as part of either of the fungal specific GH16_18/19 subfamilies (Viborg et al., 2019). These chitin to β-1,3-glucan cross-linking enzymes have been most extensively studied in *Saccharomyces cerevisiae* on both functional and structural level (Blanco et al., 2015, Cabib et al., 2008, Cabib et al., 2007, Rodríguez-Peña et al., 2000). Named Congo Red Hypersensitive (CRH), *CRH1* and *CRH2* showed redundant function in the covalent attachment of chitin to glucan, and exhibited sensitivity towards Congo Red (CR) and Calcofluor White (CFW) in both single and double knockouts strains. *CRH1* and *CRH2* were found to be induced during vegetative growth whereas a third, *CRH* related gene (*CRR1*) encoding an additional transglycosylase, was only induced during sporulation, concomitantly with *CRH1.* A single knockout of *CRR1* did not result in hypersensitivity to either CR or CFW (Rodríguez-Peña et al., 2000), but was shown to have a role in formation of the ascospore cell wall (Gómez-Esquer et al., 2004). In *Candida albicans,* single, double and triple knockouts of the three Crh paralogues, *UTR2*, *CRH11* and *CRH12* resulted in sensitivity towards CR, and avirulence in mouse models (Pardini et al., 2006). Furthermore, overexpression of either *CRH1* or *UTR2* in *C. albicans* led to protection against osmotic shock as a result of reduced cell wall elasticity, whereas a triple deletion resulted in increased osmo-sensitivity (Ene et al., 2015).

In contrast to yeast-like fungi, relatively little is known on the function of the Crh enzymes in filamentous fungi. A phylogenetic analysis showed that Crh enzymes are very well conserved in fungal genomes with noticeably more orthologues found in filamentous fungi compared to yeast-like fungi (Arroyo et al., 2016). *Neurospora crassa* and *Aspergillus fumigatus* both encode five orthologues, whereas *A. niger* contains seven orthologues (Pel et al., 2007). All these three fungi displayed wild type growth morphology for all single knockouts strains (Fang et al., 2019, Patel and Free, 2019, van Leeuwe et al., 2019). In case of *A. fumigatus, Af*Crh5p was structurally and functionally characterized as a true transglycosylase with both homo- and heterotransglycosylation activity, additionally identifying both donor and acceptor substrate binding kinetics and moieties (Fang et al., 2019). Unlike the situation in *S. cerevisiae* and *C. albicans,* the quintuple *crh* knockout strain of *A. fumigatus* only showed slight sensitivity towards CR, similar to some of the single knockouts. We previously showed that both single knockouts and seven-fold *crh* gene family knockout in *A. niger* did not display a significant sensitivity towards CR (van Leeuwe et al., 2019). These data indicate that either Crh enzymes play a different physiological role or that *crh* gene loss is compensated by other cell wall components and/or cross-links in filamentous fungi.

A specific difference in cell wall composition between *Aspergilli* and other organisms that have been studied for Crh functionality, *S. cerevisiae* and *C. albicans,* is the presence of α-glucan in filamentous fungi. Recently, the molecular architecture of *A. fumigatus* cell walls was studied in more detail, revealing the importance of α-1,3-glucan for structural integrity (Kang et al., 2018). It was shown that α-1,3-glucan, in addition to the outer cell wall layer, plays an important structural role in the cell wall by forming a rigid hydrophobic core by interaction with chitin. Additionally, they showed that β-glucans have a more mobile and dynamic role in the cell wall, challenging the prevailing paradigm that the chitin-β-glucan matrix provides the load-bearing scaffold of the fungal cell wall (Gow et al., 2017). These findings led us to form a new hypothesis with respect to the function of Crh enzymes in α-glucan containing cell walls of filamentous fungi. In α-glucan containing filamentous fungi, chitin is likely tethered to the cell wall through both β-glucan cross-linking and chitin-α-1,3-glucan hydrophobic interactions, forming a reciprocal and redundant mechanism for chitin-to-cell-wall “anchoring”. As such, removal of all *crh* genes would affect the integrity of the filamentous fungal cell wall to a much lesser extent, than observed in yeasts, which lack α-glucans (Yoshimi et al., 2017).

We previously reported on the construction of a *crh* family knockouts (*crhA-G*) in *A. niger* by seamlessly excising the corresponding ORFs, using CRISPR/Cas9 gene editing (van Leeuwe et al., 2019). Initial phenotypic analysis on cell wall stressing compounds CalcoFluor White (CFW) and CR showed no effects on cell wall integrity. Here, we report on a more extensive analysis of the seven-fold *crh* mutant by analyzing multi-condition gene expression data sets, additional cell stress assays, bioreactor growth, transcriptomic analysis and cell wall composition. Moreover, we analyzed the role of Crh enzymes in the process of cell wall deficiency, by introducing a mutation in a gene required for cell wall galactomannan synthesis (Δ*ugmA*) in the seven-fold *crh* knockout strain. A deletion of *ugmA* was previously shown to compromise cell wall integrity caused by a galactofuranose deficiency (Damveld et al., 2008), and revealed upregulation of *crhE* in transcriptomic studies (Park et al., 2016). Additionally, we assessed the relation between chitin to β-glucan cross-linking and α-1,3-glucan, by reducing cell wall α-glucan synthesis in both wild type and the seven-fold *crh* mutant. We disrupted both the most actively expressed α-glucan synthase E (*agsE*), and cell wall stress induced α-glucan synthase A (*agsA*) (Damveld et al., 2005b). Taken together, our data indicate that Crh enzymes play a significant role in cell wall integrity when galactofuranose is absent and when cell wall α-1,3-glucan levels are reduced.

## 2 Materials and methods

### 2.1 Strains, media, growth conditions

Strains used in this study can be found in Table 1. All media were prepared as described by Arentshorst et al. (2012). In all cases, minimal medium (MM) contained 1% (w/v) glucose, 1.5% agar (Scharlau, Barcelona, Spain) and was not supplemented unless otherwise specified. Complete medium (CM) contained 0.1% (w/v) casamino acids and 0.5% (w/v) yeast extract in addition to MM. Strains were inoculated from −80 °C glycerol stocks onto fresh CM plates and were allowed to grow and sporulate for 5–7 days at 30 °C, prior to spore harvesting. Spores were harvested by addition of 15 mL of 0.9% (w/v) NaCl to CM spore plates and were carefully scraped from the surface with a cotton swab. In case of harvesting spore plates for bioreactor cultivations, 0.05% Tween-80 was added to the 0.9% (w/v) NaCl to prevent spore clumping. Spore solutions were poured over sterile cotton filters (Amplitude™ Ecocloth™ Wipes, Contec Inc., Spartanburg, SC, USA) to remove large mycelial debris. Spore solutions were counted using Bio-Rad TC20™ Automated Cell Counter (Bio-Rad Laboratories, Inc. USA) using Counting Slides, Dual Chamber for Cell Counter (Cat#145-0011, Bio-Rad Laboratories, Inc. USA).

**Table 1:** All strains used in this study.

Name	Genotype	Reference
N402	*cspA1*	Bos et al., 1988
MA234.1	*cspA1, ΔkusA::DR-amdS-DR*	Park et al., 2016
TLF39	*cspA1, ΔkusA::DR-amdS-DR, ΔcrhA-G*	van Leeuwe et al., 2019
MA613.1	*cspA1, ΔkusA::DR-amdS-DR, ΔugmA::hygB*	This study
TLF70	*cspA1, ΔkusA::DR-amdS-DR, ΔcrhA-G, ΔugmA::hygB*	This study
TLF93	*cspA1, ΔkusA::DR-amdS-DR, ΔagsA*	This study
TLF94	*cspA1, ΔkusA::DR-amdS-DR, ΔagsE*	This study
TLF95	*cspA1, ΔkusA::DR-amdS-DR, ΔagsA, ΔagsE*	This study
TLF96	*cspA1, ΔkusA::DR-amdS-DR, ΔcrhA-G, ΔagsA*	This study
TLF97	*cspA1, ΔkusA::DR-amdS-DR, ΔcrhA-G, ΔagsE*	This study
TLF98	*cspA1, ΔkusA::DR-amdS-DR, ΔcrhA-G, ΔagsA, ΔagsE*	This study

### 2.2 Cell wall sensitivity assays

Cell wall disturbing compounds Congo Red (CR), Caspofungin (CA, 0–0.25 µM), sodium dodecyl sulfate (SDS, 0.004% and 0.005%), H_2_O_2_ (0–50 mM) and tunicamycin (0–10 µg/mL) were added to MM plates. Spores were harvested as described above, counted, serially diluted into 2000, 200, 20 and 2 spores/µL and 5 µl of respective dilutions were spotted on MM plates containing cell wall disturbing compounds. Plates were incubated for 3–5 days at 30 °C.

### 2.3 Cell wall isolation and fractionation

#### 2.3.1 Cell wall isolation

Cell wall samples were isolated as previously described (van Leeuwe et al., 2020). In short, dried mycelium was frozen in liquid N_2_ and were ground to break open the cells. Samples were washed to remove intracellular debris and proteins, three times with 1 M NaCl and three times with Milli-Q ultrapure water (MQ). Supernatant was carefully discarded prior to the next washing step. Cell wall samples were lyophilized after washing steps for 48 h.

#### 2.3.2 Cell wall fractionation and dialysis

Lyophilized cell wall samples were weighed using a fine balance (d = ±0.1 mg) using 50 mL plastic tubes. To fractionate cell walls to the first alkali soluble fraction (ASF-I), 1 mL solvent of 80% (v/v) methanol, 5% KOH and 0.1% NaBH_4_ was added per 10 mg cell wall sample. Samples were agitated at 200 rpm at RT for 24 h. Next, samples were spun down for 10 min at 1500 rpm. Harvested supernatant makes up fraction ASF-Ia. A second addition of 1 mL solvent of 80% (v/v) methanol, 5% KOH and 0.1% NaBH_4_ was added to the pellet per original 10 mg cell wall sample, and was incubated at 100 °C for 30 min. Supernatant was harvested after centrifugation (ASF-Ib) and was pooled with ASF-Ia to form the ASF-I fraction. The remaining pellet was taken up in 1 mL solvent of 80% (v/v) methanol, 24% KOH and 0.1% NaBH_4_ per 10 mg cell wall, and repeated in the same way as described above to obtain the ASF-II. The remaining pellet was deemed the alkali insoluble fraction (AIF) and was washed three times with 0.5 M acetic acid, followed by three washes with MQ prior to lyophilization. ASF-I and II supernatants were pH-adjusted (6.0) using glacial acetic acid and freeze-dried after a dialysis step (Spectra/Por MWCO 1000 Daltons, Spectrum Laboratories) against deionized water to remove solutes of a small molecular mass (dialysis tubings were thoroughly washed before use to eliminate any contaminants potentially associated to the membranes) and constituted the alkali-soluble fractions (ASF) I and II respectively.

### 2.4 Monosaccharide analysis by reversed phase UHPLC-ESI-MS/MS

#### 2.4.1 Hydrolysis and sample preparation

For each sample *~*100 µg of freeze-dried and dialyzed cell wall material were treated with either 200 µl 6 M HCl for 180 min at 100 °C (amino sugar analysis) or submitted to autoclaving (60 min, 121 °C) after the addition of 1 mL 2 M TFA (neutral sugar analysis). For solvent removal, samples were initially air-dried at 40 °C. Afterwards samples for neutral sugar analysis were washed once with 1 mL MeOH and twice with 2 mL MeOH (air-drying between and after washing steps). Samples for amino sugar analysis were washed only once with 2 mL MeOH and air-dried. Before derivatization, samples for both amino sugar and neutral sugar analysis were suspended in 400 µl H_2_O each. Subsamples of 25 µl were incubated with a mixture of 100 µl 25% (v/v) ammonia and 100 µl 1-phenyl-3-methyl-5-pyrazolone (PMP) for 100 min at 70 °C and 300 rpm before being cooled down to room temperature. Subsequently, samples were neutralized by adding 75 µl 100% acetic acid. Finally, excess PMP was removed by 3 steps of chloroform extraction (400 µl each). Before being measured by UHPLC-ESI-MS/MS, the aqueous phase (after extraction) was filtered through 3 kDa filters. Standards for all analyzed monomers (mannose, galactose, glucose, arabinose and glucosamine) were treated equally and included in every hydrolysis batch in the following amounts: 3 µg, 6.25 µg, 12.5 µg, 25 µg, 50 µg, 75 µg, 100 µg.

#### 2.4.2 Detection using UHPLC-ESI-MS/MS

Samples were measured on a Dionex Ultimate 3000RS UHPLC system (Thermo Scientific, Milford, USA) equipped with a Zorbax Eclipse Plus C18 column (1.8 µm, 2.1 mm × 100 mm; Agilent, Santa Clara, USA) and an Eclipse Plus guard column (1.8 µm, 2.1 mm × 5 mm; Agilent, Santa Clara, USA). The LC-system was coupled to an amaZon speed ESI-MSn detector (Bruker Daltonik, Bremen, Germany). PMP derivatized monosaccharides were separated based on a method previously described (Xu et al., 2018), using the following 14 min gradient elution profile: 0–1 min isocratic 95% A (95% H_2_O, 5% acetonitrile, 25 mM ammonium acetate, pH 7.8); 1–9 min linear from 5% to 25% B (5% H_2_O, 95% acetonitrile); 9–9.5 min linear from 25% B to 99% B; 9.5–12 min isocratic 99% B; column re-equilibration: 12–12.5 min linear from 99% B to 95% A; 12.5–14 min isocratic 100% A. 2 µl of sample were injected into the system and samples were measured in UltraScan mode and negative ion mode (Auto MS^2^) with the following parameters: capillary voltage 4000 V; plate offset voltage = 500 V; isolation width = 4 m z-1; nebulizer pressure = 1.03 bar. Dry gas = 8 L min^−1^; dry temperature = 200 °C ICC target = 100000; max. accumulation time 50 ms; CID fragmentation; For each derivatized monosaccharide (monosaccharide-PMP_2_), one of the most abundant fragment ions of the precursor ion [M−H]^−^ was used for quantification as previously described (Xu et al., 2018) (see Table 2). To minimize fragmentation of non-target molecules, we included only precursor masses in the following *m*/*z* ranges (Fig. S1): 474–484 (covering Arabinose-PMP_2_) and 503–514 (covering Mannose-PMP_2_, Glucosamine-PMP_2,_ Glucose-PMP_2,_ Galactose-PMP_2_).

**Table 2:** *m*/*z* values of precursor and fragment ions of derivatized monosaccharides.

Molecule	Precursor ion *m*/*z*	Fragment ion *m*/*z*	Retention time
Mannose-PMP_2_	509.19	214.975	~6.3 min–6.6 min
Glucosamine-PMP_2_	508.25	213.97	~6.9 min–7.2 min
Glucose-PMP_2_	509.19	214.975	~7.8 min–8.05 min
Galactose-PMP_2_	509.19	214.975	~8 min–8.25 min
Arabinose-PMP_2_	479.17	214.975	~8.2 min–8.5 min

#### 2.4.3 Data analysis

Fragment ion intensities of given precursor ions were integrated over a pre-defined retention time window, allowing a mass error of 2 Da for both precursor and fragment ion *m*/*z*. See Table 2 for *m*/*z* values and retention times. Measurements of derivatized monosaccharide standards in different concentration were used to determine power calibration curves (Fig. S2). The µg amount of each monosaccharide per mg (dry weight) cell wall ($c_{\mathrm{mono}/CW}$) was calculated as follows: $c_{\mathrm{mono}/CW}=w_{\mathrm{CWF}}\frac{m_{\mathrm{mono}}w_{\mathrm{mono}}}{m_{\mathrm{CWF}}}$, where the mass fraction $w_{\mathrm{CWF}}$ is the mass of dialyzed cell wall fraction [mg] divided by the mass of total cell wall [mg] (dry weight). $m_{\mathrm{mono}}$ is the mass of a monosaccharide [µg] determined by mass spectrometry $m_{\mathrm{mono}}={\left(\frac{I}{a}\right)}^{\frac{1}{b}}$, with I = arbitrary intensity of the fragment ion; a and b are coefficients determined by fitting a power function to a measured series of monosaccharide standards. The weight fraction $w_{\mathrm{mono}}=\frac{M_{\mathrm{mono}}-M_{H2O}}{M_{\mathrm{mono}}}$, with $M_{\mathrm{mono}}$ = molar mass of monosaccharide, and $M_{H2O}$ = molar mass of water, is used to compensate for the gain of mass due to hydrolysis of glycosidic linkages in cell wall polysaccharides. The mass $m_{\mathrm{CWF}}$ is the dry weight [mg] of dialyzed cell wall fraction that was subjected to hydrolysis and derivatization. For further details, see supplementary Figs. S1 and S2.

### 2.5 Bioreactor cultivation

Controlled batch fermentations for *A. niger* strains MA234.1 and TLF39 were performed in 6.6L BioFlo bioreactors (New Brunswick Scientific), as previously described (Jørgensen et al., 2010). A batch of 21 L MM containing 0.75% D-glucose was made by adding 1 L filter-sterilized (0.2 µm pore) glucose (15.75% w/v) solution to a freshly autoclaved volume of 20 L MM (no carbon source) as described above. Allowing 1 day of dissolving and a check for contamination, 5 L MM 0.75% glucose was added to each bioreactor directly after autoclaving. Temperature, acidity and stir speed were set to and kept at 30 °C, pH 3 and 250 rpm, respectively. The pH was controlled by addition of titrants (2 M NaOH and 1 M HCl). Sparger aeration of 1 L/min was left on to allow oxygen saturation of the medium prior to inoculation. Next, aeration was set to headspace only and 1.5 mL 10% w/v Yeast Extract was added to the medium to promote homogeneous germination for the to-be-added spores. Subsequently, a total of 5x10^9^ (10^6^ sp/mL) spores were added to the medium using a concentrated spore solution. Germination time of approximately 4–5 h was maintained, preceding the addition of polypropyleneglycol P2000 anti-foam agent, increasing agitation to 750 rpm and changing aeration from headspace to sparger only (1 L/min). Oxygen, base and acid consumption were monitored and samples were taken at regular intervals to obtain biomass, culture filtrate and microscopy samples. Biomass was harvested by applying a vacuum over Whatman™ Glass Microfiber Filter (GF/C™) (diameter 47 mm, CAT No.1822-047, Buckinghamshire, UK). Samples were all quickly frozen in liquid nitrogen prior to storage at −80 °C. Biomass accumulation through time was gravimetrically determined by lyophilizing designated samples from the corresponding broth culture mass.

### 2.6 RNA isolation and RNA-sequencing

RNA was isolated from mycelial biomass samples obtained from batch cultivated *A. niger* strains MA234.1 and TLF39, using TRIzol (Invitrogen). RNA was purified afterwards with NucleoSpin RNA Clean-up kit (Macherey-Nagel) with DNase treatment. Concentration and quality of the RNA was determined using a NanoDrop 2000 spectrophotometer (Thermo Scientific) and by gel-electrophoresis, respectively. RNA samples were sent to Genome Québec for sequencing using the HiSeq4000 technology. Sequencing data is available under GEO accession number GSE142461.

### 2.7 Transcriptomic analysis

Raw RNA-seq read sets were retrieved from the Génome Québec’s Nanuq portal, and pre-processed with BBDuk from the BBTools package (https://sourceforge.net/projects/bbmap) to trim sequencing adapters and remove reads derived from PhiX and ribosomal RNA. The transcriptome of *A. niger* NRRL3 (v. 20140311) was retrieved from the *jgi* Genome portal (Aguilar-Pontes et al., 2018), and the libraries were mapped to the transcriptome using Salmon v0.14.1 (Patro et al., 2017). The libraries were imported in RStudio 1.2.5001 (RStudio: Integrated Development for R. RStudio, Inc., Boston, 2016) running R 3.6.1 (R Development Core Team 3.6.1., 2019) using txtimport v.1.12.3 (Soneson et al., 2016). Initial data exploration showed that the major source of difference between the libraries was due to the strain (Fig. S3), although the time-point of sampling was also an important factor to consider. However, both strains behaved in the same way between the 70% and 90% biomass time-points (Fig. S4). That is, there was no significant interaction between the 70 and 90% biomass growth and the mutation. 

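Whether the change between the 70% and 90% biomass points differed between the strains was tested on the estimated read counts of the 8 libraries, with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over 9041 genes. The interaction of biomass and mutation had an adjusted p-value of at most 0.05 for 0 genes, and its unadjusted p-value was under 0.05 for 129 genes, where 452 would fall under it by chance. The 70% and 90% samples of one replicate number were drawn from the same culture. When the culture entered the model as a term, 44 genes had an adjusted p-value of at most 0.05 for the interaction, and 662 had an unadjusted p-value under 0.05.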

Based on this information, we considered the biomass time-points as biological duplicates, thereby increasing the statistical power. 

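At each biomass point the comparison of the strains rests on 2 libraries of each, and the 4 libraries of a strain come from 2 cultures. At 70% biomass, 18 genes differed between the strains at an adjusted p-value of at most 0.05, 10 of them higher in the mutant, and 647 genes had an unadjusted p-value under 0.05. At 90% biomass, 13 genes differed, 3 of them higher in the mutant, and 451 genes had an unadjusted p-value under 0.05. Genes past the threshold at one biomass point and not at the other are not thereby shown to differ between the points. Without wild type 90% replicate 1 or without wild type 90% replicate 2, 10 genes differed at 70% biomass, and without mutant 70% replicate 2, 20 genes differed at 90% biomass. With the replicate number as a block, 59 genes differed at 70% and 46 at 90% biomass. In the libraries, part of the variation around the group means was shared within cultures. The deviations of the 70% and 90% samples of a culture correlated across genes with r = 0.277 in the wild type and r = 0.566 in the mutant.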

Differential gene expression was assessed via pairwise comparisons using DESeq2 v1.24.0 (Love et al., 2014), using the design ~ biomass + mutation (*p*adj ≤ 0.05). Data was manipulated using tidyverse (Wickham, 2017a) and plotted in ggplot2 (Wickham, 2017b). Gene ontology enrichment (*p*adj ≤ 0.05) was performed with goseq v1.36.0 (Young et al., 2010). Updated gene length and Gene Ontology data for the NRRL3 genome was retrieved from the *jgi* Genome portal. The full code is available at github.com/gabrifc/TLF39_transcriptome.

### 2.8 Single and double gene knockouts

A deletion of *ugmA* was introduced in the seven-fold *crh* knockout strain (TLF39) using a split marker approach as described below. To target α-1,3-glucan synthesis, we disrupted both α-glucan synthase A (NRRL3_07454) and α-glucan synthase E (*agsE*, NRRL3_00248) separately, and constructed a double *agsA, agsE* knockout using CRISPR/Cas9 and repair fragments (see below).

#### 2.8.1 Split marker fragments

MA234.1 and TLF39 (Table 1) were transformed after protoplastation as described previously (Arentshorst et al., 2012). Using the split marker approach for single gene knockouts, entire ORFs were deleted by replacement with the hygromycin B selection marker (Arentshorst et al., 2015). Flanks were generated via PCR using N402 genomic DNA as template and primers as described in Primer Table. *AOpyrG* fragments were obtained from plasmid pAN7-1 (Punt et al., 1987) with primers as described in Primer Table. Fusion PCR was used to generate split marker fragments containing *AOpyrG.* Approximately 2 µg of DNA per flank was added to protoplasts for transformation. Transformation plates were incubated on MMS for 6 days at 30 °C. Transformed colonies were single streaked on MM twice for purification and were genotyped using diagnostic PCR (data not shown).

#### 2.8.2 CRISPR/Cas9 and repair DNA fragments

CRISPR/Cas9 plasmid transformations were performed after protoplastation as described previously (van Leeuwe et al., 2019). Plasmids were constructed using a pFC332 (*hph*) plasmid (Nødvig et al., 2015) backbone and repair fragment were generated using fusion PCR with N402 genomic DNA as template as described in Primer Table. For transformations 2 µg of Cas9-sgRNA plasmid with 2 µg of repair DNA fragment were used. Transformation plates were incubated on MMS with 200 µg/mL hygromycin for 7 days at 30 °C. Transformed colonies were single streaked on selectable MM with 100 µg/mL hygromycin to select for the presence of the Cas9-sgRNA plasmid. Next, a single colony was picked and transferred to non-selective MM medium to allow loss of the Cas9-sgRNA plasmid. A third streak of a single colony on both MM and MM with 100 µg/mL hygromycin uridine was performed as a control for loss of plasmid. DNA from plasmid-cured strains was isolated as described by Arentshorst et al. (2012), using mortar and pestle to grind the mycelium in liquid nitrogen. Genotypes were confirmed using diagnostic PCR to check for open reading frame removal.

## 3 Results

### 3.1 *Aspergillus niger* possesses seven *crh* gene orthologues

Crh enzymes have most extensively been studied in yeast, but are well conserved in fungal genomes (Arroyo et al., 2016). In *A. niger,* seven *crh* genes (*crhA* to *crhG*) have been annotated based on homology with both *CRH1, CRH2* and *CRR1* (Pel et al. (2007) and Table 3). Using SignalP 4.1 (Nielsen, 2017), N-terminal signal sequences were predicted for all seven enzymes. Aside from CrhF and CrhG, the Crh enzymes in *A. niger* were also predicted to contain Glycosylphosphatidylinositol (GPI) anchors by the PredGPI server (Pierleoni et al., 2008), whereas CrhF and CrhG were predicted to contain a single transmembrane helix (TMH) using TMHMM 2.0 (Krogh et al., 2001, Sonnhammer et al., 1998). Using ScanProsite (de Castro et al., 2006), we identified that all seven Crh enzymes carry a catalytic active site E-I-D-[WFL]-E, similar to the previously reported common catalytic motif (E-[ILV]-D-[IVAF]-[VILMF](0,1)-E), in which the first glutamic acid, central aspartic acid and final glutamic acid act as nucleophile, auxiliary residue and the general acid/base, respectively (Gaiser et al., 2006, Hahn et al., 1995, Johansson et al., 2004, Keitel et al., 1993). Additionally, all Crh enzymes carry the essential substrate-binding pocket GTIXWXGG motif for transglycosylation activity as reported in *Aspergillus fumigatus AfCrh1-5* (Fang et al., 2019), whereas CrhG was found to have another polar amino acid at the conserved second position of this motif (GNIXWXGG). In addition to these seven members of the GH16 family, six other GH16 enzymes are reported for *A. niger* in the CAZy database (NRRL3_06188, NRRL3_02000, NRRL3_02614, NRRL3_05937, NRRL3_01051 and NRRL3_05408). However, these do not show up as reciprocal BLAST hits with *CRH1, CRH2* and *CRR1*. Despite a GH16 active site in these GH16 enzymes (E-[IS]-D-[IV]-[ILV]-E), these non-Crh GH16 enzymes of *A. niger* do not have the consensus GTIXWXGG motif of Crh enzymes, as is also not the case for the yeast GH16 enzymes Kre6p and Skn1p.

**Table 3:** GH16 enzymes in *A. niger* and properties thereof.

NRRL3 ID	An ID	Gene	Protein length (AA)	GH16 catalytic motif*	Location catalytic motif	Consensus *crh* motif**	Location sugar-binding motif	Signal peptide	GPI anchor	TMH
NRRL3_10021	An11g01540	*crhA*	366	EIDWE	118–122	GTIDWAGG	215–222	yes	yes	0
NRRL3_04809	An07g07530	*crhB*	424	EIDFE	163–167	GTIEWAGG	266–273	yes	yes	0
NRRL3_04315	An07g01160	*crhC*	401	EIDLE	159–163	GTIEWAGG	262–269	yes	yes	0
NRRL3_02532	An01g11010	*crhD*	396	EIDWE	118–122	GTIEWAGG	216–223	yes	yes	0
NRRL3_01365	An13g02510	*crhE*	328	EIDWE	122–126	GTIEWAGG	220–227	yes	yes	0
NRRL3_07085	An16g02850	*crhF*	363	EIDWE	118–122	GTIVWAGG	216–223	yes	no	1
NRRL3_03998	An15g05350	*crhG*	443	EIDWE	117–121	GNIEWGGG	217–224	yes	no	1
NRRL3_06188	An02g00850	–	739	EIDIIE	140–145	n.d.	–	yes	yes	0
NRRL3_02000	An01g04560	*–*	432	EIDIIE	136–141	n.d.	–	yes	no	0
NRRL3_02614	An01g11970	*–*	484	EIDVLE	220–225	n.d.	–	no	no	1
NRRL3_05937	An02g03980	*–*	653	EIDVIE	438–443	n.d	–	no	no	1
NRRL3_05408	An02g10490	*–*	396	EIDVVE	212–217	n.d	–	no	no	0
NRRL3_01051	An14g05490	–	476	ESDIE	228–232	n.d.	–	yes	no	1

*Hits for E-[IS]-D-x-[VILMF](0,1)-E.

**Hits for G-[TN]-I-x-W-x-G-G.

n.d. (not detected).

### 3.2 Multi-condition expression data shows *crh* genes activity during different stages of development

In yeast, *CRH1* and *CRH2* are both expressed during vegetative growth, whereas *CRR1* is only induced upon sporulation. This suggests diversification of Crh enzymes to fulfill a role in different stages of growth. As a first step in our studies on the Crh gene family in *A. niger* we analyzed expression levels of *crh* genes in a gene-expression dataset, covering 155 different cultivation and developmental conditions (Paege et al., 2016, Schäpe et al., 2019). We previously reported on a sub-set of these conditions where we looked into *crh* expression under plate growth conditions and during exponential growth from liquid fermentation (van Leeuwe et al., 2019). Here, we expanded this study for different growth and developmental phases, including germination (Novodvorska et al., 2013, van Leeuwen et al., 2013), exponential vegetative growth, starvation and sporulation conditions (Jørgensen et al., 2010, van Munster et al., 2015) as well as sclerotium formation (Jørgensen et al., 2020), spore maturation (Teertstra et al., 2017) and exposure to cell wall disturbing compounds (Meyer et al., 2007, Fiedler et al., 2014). An overview of these gene expression data expressed as a percentage of actin expression is shown in Table 4.

**Table 4:** Microarray expression data of *crh* genes (as percentage of actin expression).

Condition	*crhA*	*crhB*	*crhC*	*crhD*	*crhE*	*crhF*	*crhG*	Reference
Germination of conidia								
0 h	0.5	2	1	1	0.9	3.3	0.5	Novodvorska et al., 2013
1 h	0.5	6	1.5	6	1	0.8	0.5	
2 h	0.5	21	10	9	1.5	1.1	0.5	
4 h	0.5	18	21	2	1.5	0.8	0.5	
6 h	0.5	12	13	2	1.5	1.2	0.5	

Germlings (5 h) response to either Caspofungin (CA), Fenpropimorph (FP), Aureobasidin A (AbaA) or FK506, 1 h post-incubation								
CA/FP ctrl	0.5	7.5	21	5.6	1.1	0.9	0.4	Meyer et al., 2007, Fiedler et al., 2014
CA	0.6	14	38	4.4	1.2	1.9	0.3	
FP	0.6	7.1	22	8.9	1.4	1	0.3	
AbaA ctrl	0.7	15	36	4.5	1.9	1.3	0.5	
AbaA	0.9	20	46	3.7	1.9	1.6	0.4	
FK506 ctrl	1.3	21	34	3.6	1.8	2.1	0.6	
FK506	0.8	14	34	3.3	1.5	2.5	0.5	

Retentostat culture of N402 approaching zero growth rate on maltose								
0 days	1	4.3	2.8	20	1.6	1	0.2	Jørgensen et al., 2010
2 days	1.5	4.5	1.6	39	1.1	2.1	0.1	
8 days	0.6	3.2	1.6	20	1.3	2	0.2	

Carbon starvation and sporulation onset on maltose								
N402 exponential growth	0.9	4.4	2.4	18	1.4	1.2	0.4	van Munster et al., 2015
*ΔbrlA* exponential growth	2.2	6	5	9	3	1.5	0.5	
*ΔflbA* exponential growth	2.8	21	18	11	1.5	3.5	0.5	
							
N402 carbon starvation day 1	1.9	3.3	0.9	87.8	0.9	0.8	0.4	
*ΔbrlA* carbon starvation day 1	1	3	2	17	1.5	1.1	0.5	
*ΔflbA* carbon starvation day 1	1	10	10	25	1.2	1.1	0.5	
N402 carbon starvation day 3	1	3.6	2	57.3	0.9	3.7	0.4	
*ΔbrlA* carbon starvation day 3	1.5	8	6.8	7	1.5	1.5	0.5	
*ΔflbA* carbon starvation day 3	0.7	9	6	13.5	1.5	1.5	0.5	
N402 carbon starvation day 6	0.5	4.3	2.4	38.9	0.8	2.5	0.3	
*ΔbrlA* carbon starvation day 6	0.9	7	10	2	1.5	1	0.5	
*ΔflbA* carbon starvation day 6	1	8.5	11	7.5	1.7	1.5	0.5	

Sclerotia formation on glucose plates								
*ΔsclB* mycelium	2	8.2	8.5	5	1.2	3.2	0.5	Jørgensen et al., 2020
*ΔsclB* sclerotia	10	3.4	1.5	0.9	0.9	1.5	0.5	

From the analysis it is clear that during conidial germination, in particular *crhB* and *crhC* are expressed upon swelling, initial germ tube formation, and early branching (t = 1–6 h). In non-germinated, resting conidia (t = 0 h), we find very low levels of *crh* gene transcripts, the highest being *crhF* (Novodvorska et al., 2013). These low levels of *crh* gene transcript are in congruence RNA-seq data from maturing spores (Teertstra et al., 2017), and also show the highest relative number of transcripts for *crhF* followed by *crhB* (Table S1), similar as found in Table 4 (t = 0 h). Upon exposure to antifungal compounds caspofungin (β-1,3-glucan synthase inhibitor, CA) and aureobasidin A (sphingolipid biosynthesis inhibition, AbaA) in germlings, both *crhB* and *crhC* were reported to be higher than in control (no drug added) experiments (Fiedler et al., 2014, Meyer et al., 2007), whereas only *crhD* was induced in the presence of fenpropimorph (sterol biosynthesis inhibition, FP) (Table 4).

During exponential growth, *crhD* is the highest expressed *crh* gene. Nonetheless, both *crhB* and *crhC* are also expressed. Carbon starvation showed to induce the expression of *crhD* even further. Because the increase of *crhD* is not observed during carbon starvation of non-sporulating *ΔbrlA* and *ΔflbA* mutants, the induction of *crhD* is likely to relate to spore formation. No other *crh* genes were specifically expressed during the starvation time points, suggesting that *crhD* is the main *crh* gene involved in spore formation and maturation. We noticed the high expression of *crhB* and *crhC* in the *ΔflbA* mutant which might explain the different cell wall morphology observed in the *ΔflbA* mutant (Krijgsheld et al., 2013). The involvement of *crh* genes in spore development was also analyzed by examining gene expression in retentostat cultures. During the later time points, massive conidiation was observed evidenced by black pigmentation in the effluent (Jørgensen et al., 2010), but no apparent strong induction of any of the *crh* genes was found, again with the exception of *crhD*.

*A. niger* mutants have been isolated to form sclerotia (Jørgensen et al., 2011). During sclerotium formation, *crhA* is specifically induced, suggesting a role for *crhA* during sclerotium development. Finally, in the study by Park et al, it was observed that *crhE* was the only significantly induced (7.51 FC) *crh* gene upon cell wall stress in the galactofuranose cell wall deficient *ΔugmA* (UDP-galactopyranose mutase A) mutant (Park et al., 2016).

In conclusion, the expression analysis suggests that different *crh* genes are expressed under different conditions. Most noticeable is the expression of *crhA* during sclerotia formation, *crhB* and *crhC* during germination, *crhD* during vegetative growth and sporulation and *crhE* during cell wall stress caused by the absence of cell wall galactofuranose. Expression of *crhF* and especially *crhG* were low across all tested conditions, though *crhF* may be involved in spore maturation.

### 3.3 Cell wall integrity is not disturbed by loss of the *crh* gene family

Loss of *CRH* genes in *S. cerevisiae* and *C. albicans* has previously been reported to affect cell wall integrity when exposed to the cell wall stressing compound CR, but displayed normal growth under non-stressing conditions (Rodriguez-Pena et al., 2000, Pardini et al., 2006). A quintuple *crh* knockout strain in *A. fumigtus* was recently shown to have a much lesser effect on growth when exposed to CR compared to yeasts (Fang et al., 2019). In line with the results observed for *A. fumigatus*, we also showed that single knockouts strains of either *crhA, crhB, crhC, crhD, crhE, crhF* or *crhG*, as well as a double, triple, quintuple and seven-fold knockouts strains of *crhA-G* (TLF39), were unaffected by the presence of cell wall disturbing compounds CR and CFW (van Leeuwe et al., 2019). Additional assays were conducted to assess the impact of a full *crh* gene family knockout in this study, and include sensitivity assays towards SDS (cell wall/cell membrane disturbing), H_2_O_2_ (oxidative stress), tunicamycin (N-glycosylation, unfolded protein response) and CA. However, both the wild type and the seven-fold deletion strain (*ΔcrhA-G*) showed the same levels of sensitivity towards all these tested compounds (data not shown).

In addition to these cell wall stress assays, closer examination of colony morphology during vegetative growth was carried out showing that there is a minor difference between wild type (MA234.1) and TLF67 (*ΔcrhADEFG*), TLF68 (*ΔcrhABDEFG*) and TLF39 (*ΔcrhABCDEFG*) in radial growth, causing a slightly more compact colony, but not for single, double, triple and quintuple (*ΔcrhABDEF*) mutants (Fig. 1). This result indicated that Crh activity is at least to some extent involved in surface growth behavior, but no differences in hyphal thickness, branching or other aberrant growth behavior were observed when looking into the edges of these colonies.

**Fig. 1:**
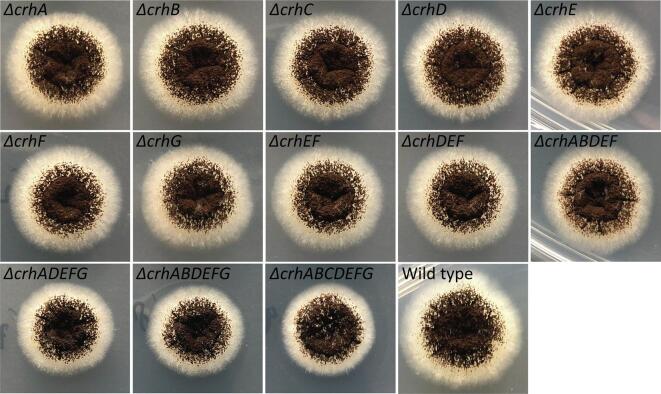
Colony morphology of *crh* mutants and wild type (MA234.1) on MM. All strains were grown equally as described in Section 2.1, and were spotted to contain 10^4^ spores. Plates were incubated at 30 °C for 3 days.

### 3.4 Genome-wide expression profiling reveals high similarity between mutant and wild type

To further study the effect of deleting the *crh* family, we performed controlled batch fermentations followed by genome wide gene expression analysis by RNA-sequencing in the seven-fold *crh* mutant (TLF39) and the wild type strain (MA234.1). Both strains were cultivated in 0.75% glucose batch-fermentations in bioreactors as described in Section 2.5. Dry weights of fermentations were used to determine the maximal specific growth rate. Both MA234.1 (0.224 ± 0.013 · h^−1^) and TLF39 (0.219 ± 0.005 · h^−1^) were found to exhibit equal growth rates, maximum biomass acquisition (MA234.1 g_DW_ 6.4 ± 0.5 · kg^−1^ and TLF39 g_DW_ 6.4 ± 0.15 · kg^−1^) and similar base consumption (data not shown). In addition, morphological analysis of culture samples showed that both wild type and mutant display a very similar growth phenotype (Fig. S5).

RNA was isolated from culture samples in the exponential growth phase at both 70% and 90% of the maximum attained biomass. Duplicate batch-culture cultivations for both wild type and mutant were used to obtain a total of 8 RNA-sequencing samples. 

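For each library the authors trimmed the reads, removed those from PhiX and ribosomal RNA, mapped the rest to the transcriptome of A. niger NRRL3 with Salmon, and deposited the estimated number of reads per transcript without normalization, together with TPM (the counts scaled to transcript length and library size) and effective transcript lengths. The files list 11839 transcripts, of which 11230 had at least 1 read in any library. Total reads per library ranged from 9179652 to 10509834 in the 4 wild type libraries (median 10185225.5) and from 9358076 to 10826326 in the 4 mutant libraries (median 9901111.5). Between 5 and 11 estimates per library were not whole numbers, and the estimates were rounded. Each of the 7 crh genes had between 47 and 3463 reads in every wild type library, and the 7 genes together had 1 read in the 4 mutant libraries. The reads were normalized by edgeR's TMM method, with factors between 0.9698 and 1.027, and normalized counts are given on the scale of the mean library. Genes with at least 10 counts in at least 2 libraries were tested, which held 99.96% of the reads. The strains were compared with biomass and strain as terms, the design of Section 2.7, and fold changes are those of TLF39 against MA234.1. A count of 3, taken as the floor that a count of 0 allows, corresponded to between 0.277 and 0.327 CPM (counts scaled to library size). This floor covers counting error only. The test treats the 70% and 90% libraries of a culture as independent, and the fit on counts summed per culture does not.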

RNA sequencing was performed as described in Section 2.6, followed by transcriptomic analysis (Section 2.7). 

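Of the 9041 genes tested, 85 had an adjusted p-value of at most 0.05 between the strains, 56 of them higher and 29 lower in TLF39, and 1002 had an unadjusted p-value under 0.05. The 85 genes are 0.718% of the 11839 transcripts in the files. With the replicate number as a block, 258 genes differed, 129 higher and 129 lower. When the counts of the 2 libraries of each culture were summed and 2 cultures were compared with 2, 8 genes differed, which were the 7 crh genes and NRRL3_01619. Without wild type 70% replicate 1, without wild type 90% replicate 2 or without mutant 70% replicate 2 there were 50, and without wild type 70% replicate 2 there were 52. Table S2 lists 118 genes as higher and 112 as lower in the mutant, by the paper's count. Of these, 229 were tested, and each of the 229 changed in the direction given in Table S2 with an unadjusted p-value under 0.05. This is not independent evidence, because the study chose these genes on the same libraries. The 85 genes include 84 of the 229. The remaining gene is NRRL3_02416, named after its values were seen, with a log2 fold change of 0.55 (standard error 0.105, adjusted p = 0.0427 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 445 genes, 4.92% of those tested, the normalized counts of the 4 mutant libraries lay all above or all below those of the 4 wild type libraries. Chance gives 2.86% if all libraries are independent. The libraries of a culture are not, so that the excess over 2.86% does not by itself show a strain effect.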

We found 230 transcripts—approximately 2% of the 11,846 total transcripts—to be differentially expressed between the mutant strain and the wild type (adjusted *p*-value ≤ 0.05) (Table S2). 

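In the wild type libraries, crhD (NRRL3_02532) had 3180 ± 94.1 normalized counts (SD, n = 4 libraries from 2 cultures) and was the highest of the crh genes in 4 of 4 libraries. It was followed by crhB (NRRL3_04809) with 994 ± 99.0 normalized counts, second in 4 of 4 libraries. The means of crhA (NRRL3_10021) and crhC (NRRL3_04315) were 550 ± 20.0 and 491 ± 93.9 normalized counts, and they differed by less than the spread of crhC between libraries. crhA lay above crhC in 3 of 4 libraries, the exception being wild type 70% replicate 2 with 543.1 normalized counts of crhA and 584.8 of crhC. In TPM, which accounts for effective transcript length, crhA lay above crhC in 4 of 4 libraries, with means of 37.6 ± 2.96 and 29.9 ± 4.45. The normalized counts of crhG (NRRL3_03998), crhF (NRRL3_07085) and crhE (NRRL3_01365) were 262 ± 45.4, 168.5 ± 9.02 and 60.5 ± 6.47.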

First, we found that wild type expression of *crh* genes is in line with previous transcript levels observed in Table 4, where *crhD* is most highly expressed during exponential growth, followed by *crhB, crhC* and *crhA* (Fig. S6). 

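In the mutant libraries, crhA, crhB, crhC, crhE, crhF and crhG had 0 reads in 4 of 4 libraries, and crhD had 1 read, in mutant 70% replicate 2. Against the floor of 3 counts, crhD was at least 1060-fold lower than in the wild type, crhB at least 331-fold, crhA at least 183-fold, crhC at least 163-fold, crhG at least 87.4-fold, crhF at least 56.1-fold and crhE at least 20.1-fold lower. The adjusted p-values of the 7 genes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment lay between 6.5e-12 and 0.00013. Of the 6 other GH16 genes, NRRL3_01051 had between 5 and 11 reads per library and was not tested. Among the 5 tested, 0 had an adjusted p-value of at most 0.05 and 0 had an unadjusted p-value under 0.05. The largest log2 fold change among them was -0.14, for NRRL3_05408 (standard error 0.0789, adjusted p = 0.624 from the same test), and that of NRRL3_02614 was 0.10 (standard error 0.093, adjusted p = 0.782). The sign of the other three depended on 1 library. The log2 fold change of NRRL3_06188 went from -0.07 to 0.02 without mutant 70% replicate 1, that of NRRL3_02000 from -0.06 to 0.02 without wild type 70% replicate 1, and that of NRRL3_05937 from -0.10 to 0.31 without mutant 70% replicate 1 and to 0.16 without wild type 70% replicate 1. NRRL3_05937 had at most 21 reads in any library. With its standard error of 0.427, even a change well above that size could have been missed.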

Contrarily in the mutant, the deleted *crh*-family genes were no longer expressed, thus validating their knockout, whereas for the other GH16 family members no significant difference was observed between the mutant and the wild type (Fig. S6). 

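The share of the crh genes was computed as their part of the sum, over the 9041 genes, of the squared difference between the strains' mean log2 CPM. With a prior count of 2, the 7 crh genes made up 51.0% of this sum. Together with the genes NRRL3_10368 to NRRL3_10375 they made up 53.6%, and together with all 85 genes that differed between the strains 64.0%. The genes that did not pass the threshold held the remaining 36.0%. Because the crh genes are at 0 in the mutant, their log2 differences depend on the prior count. The share was 55.8% with a prior count of 0.5 and 46.4% with a prior count of 10. On the linear scale of CPM, where highly expressed genes weigh most, the crh genes made up 2.19%.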

In accordance to this result, most of the observed variation between mutant and wild type was explained by the difference in expression in these 7 *crh* genes.

Gene Ontology (GO) analysis of the differentially expressed genes suggests very few processes are significantly affected between wild type and mutant (Table S3). Three enriched processes pertaining to cell wall biosynthesis (licheninase activity (GO:0042972), hydrolase activity/hydrolyzing O-glycosyl compounds (GO:0004553), and carbohydrate metabolic process (GO:0005975)), were identified based solely on the differential expression of the *crh* genes present in these three GO categories. Therefore, we also decided to specifically analyze differential gene expression in the datasets of genes involved in cell wall biosynthesis. In this manual search we used a list of all annotated cell wall biosynthetic genes described by Pel et al. (2007) and an overview of all cell wall integrity (CWI) response-related genes as previously described (Meyer et al., 2007, Park et al., 2016). Significantly upregulated and significantly downregulated cell wall biosynthetic genes are shown in Table 5, Table 6, respectively. 

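The 10 genes of Table 5 and the 6 genes of Table 6 that are not crh genes changed in the direction of the tables, each with an unadjusted p-value under 0.05. Over all genes tested, 8 of the 16 had an adjusted p-value of at most 0.05. From Table 5 these were agtA, cwpA, pirA, NRRL3_00251, NRRL3_04222, NRRL3_08822 and NRRL3_10372, and from Table 6 NRRL3_08490. With the counts summed per culture, 0 of the 16 passed, and with the replicate number as a block 15. With a single library left out, 4 to 8 passed, with 4 without wild type 70% replicate 2, without wild type 90% replicate 2 or without mutant 70% replicate 1, and 5 without wild type 70% replicate 1. Adjusted over the list alone, 16 of the 16 passed, which is not independent evidence because the study chose the tables on these libraries. NRRL3_08490 had 1582 ± 71.3 normalized counts in the wild type and 1179 ± 122 in the mutant (SD, n = 4), a log2 fold change of -0.42 (standard error 0.0713, adjusted p = 0.0206 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all alternatives its adjusted p lay between 2.4e-07 and 0.6. It was above 0.05 with the counts summed per culture. Of the fits without 1 library, it passed only without mutant 70% replicate 2 or without mutant 90% replicate 2. NRRL3_00251 (Kre9/Knh1 family) rose from 1119 ± 92.3 to 1543 ± 61.4 normalized counts, a log2 fold change of 0.47 (standard error 0.0518, adjusted p = 0.00218). NRRL3_00240 had the second largest fold change of Table 5, with a log2 value of 1.38 (standard error 0.336, adjusted p = 0.113). Its mean in the mutant was 47.2 normalized counts in one culture and 109 in the other, against 34.9 and 25.3 in the wild type cultures. DESeq2 in place of edgeR gave NRRL3_00240 and ctcA adjusted p-values of at most 0.05, and over all alternatives the adjusted p of NRRL3_00240 lay between 0.000426 and 0.848. Of the 116 cell wall genes listed by Pel et al. without the crh genes, 95 were tested, and agtA was the only one with an adjusted p-value of at most 0.05 (log2 fold change 0.34, standard error 0.0557, adjusted p = 0.0178). The count was 0 without wild type 70% replicate 2, wild type 90% replicate 2, mutant 70% replicate 1 or mutant 90% replicate 2, 0 with the counts summed per culture and with limma-voom, 2 with DESeq2, and 7 with the replicate number as a block. Adjusted over the list alone there were 6, namely agtA, NRRL3_04221, ctcA, chsA, dfgG and cfcC, which are genes of Table 5 and Table 6, and 12 with the replicate number as a block. With a single library left out, this number lay between 1 and 3, with 1 gene without mutant 70% replicate 1, without mutant 70% replicate 2 or without mutant 90% replicate 2.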

For the upregulated genes, the highest fold change was found for an aldose 1-/glucose-6-phosphate 1-epimerase family protein (NRRL3_10372), responsible for interconversion between α-glucose and β-glucose. Noticeably, this gene is part of a previously uncharacterized putative secondary metabolite gene cluster for which the expression of all genes was upregulated in TLF39 (NRRL3_10368 – NRRL3_10375), suggesting that this gene is not related to a genuine cell wall related function. 

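The 8 genes NRRL3_10368 to NRRL3_10375 had adjusted p-values between 0.000594 and 0.0112 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with log2 fold changes between 0.90 and 1.97 and standard errors between 0.107 and 0.23. For each of them the 4 mutant libraries lay above the 4 wild type libraries. NRRL3_10372 had 608 ± 215 normalized counts in the wild type and 2054 ± 730 in the mutant (SD, n = 4), a log2 fold change of 1.79 (standard error 0.204, adjusted p = 0.00239). Of the 5 genes on each side by locus number, 6 had enough counts to be tested, 0 had an adjusted p-value of at most 0.05, and 1 had an unadjusted p-value under 0.05. The mutant cultures differed in the size of the change. The mean normalized counts of the 8 genes were 2.14 to 4.78 times the wild type mean in one mutant culture and 1.58 to 2.95 times in the other. The 8 genes were also higher at 90% than at 70% biomass, with a median log2 fold change of 0.67. With the counts summed per culture, 0 of the 8 genes had an adjusted p-value of at most 0.05. Without wild type 70% replicate 2, 7 of the 8 passed, NRRL3_10370 being the exception.

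**Figure D1:**
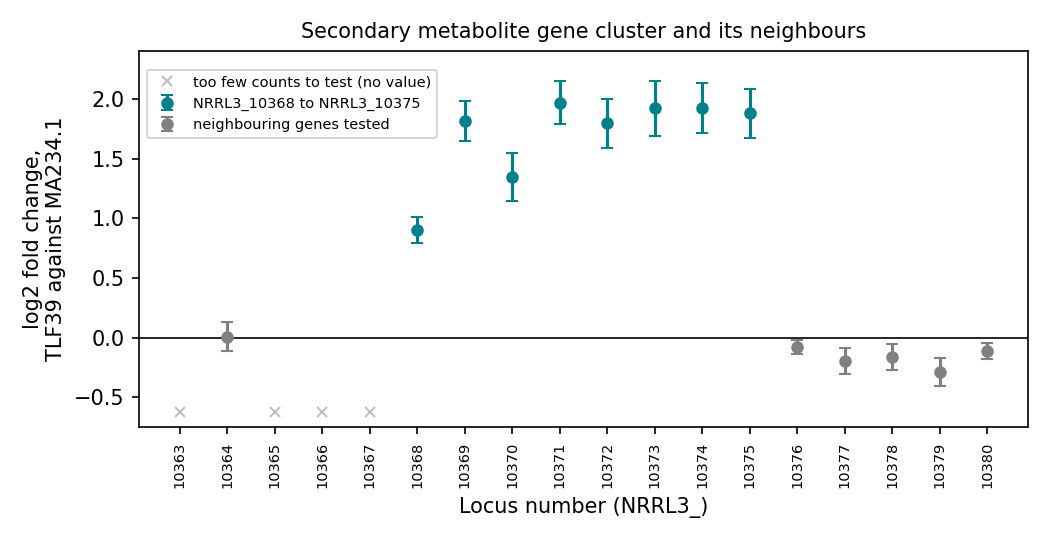
Log2 fold change between TLF39 and MA234.1 of the genes NRRL3_10363 to NRRL3_10380 by locus number, with bars for the standard error of edgeR's quasi-likelihood fit on 4 libraries per strain. The genes NRRL3_10368 to NRRL3_10375 lie between 0.90 and 1.97, and the tested genes beside them between -0.29 and 0.01.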

As mentioned previously, besides the *crh* gene family, no differential expression of other GH16 enzymes was found and no clear signs for cell wall stress were observed. 

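The CWI list of Table S2 holds 30 genes, which were all tested. Over all genes tested, 1 of them had an adjusted p-value of at most 0.05, which was pirA (NRRL3_02950) with 5014 ± 1310 normalized counts in the wild type and 7936 ± 795 in the mutant (SD, n = 4) and a log2 fold change of 0.68 (standard error 0.0952, adjusted p = 0.00877 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its normalized counts were higher in 4 of 4 mutant libraries than in any wild type library. With the counts summed per culture its adjusted p was 0.331, and it was also above 0.05 without the biomass term. Over all alternatives its adjusted p lay between 3.32e-12 and 0.331. Adjusted over the list alone, 2 genes passed, pirA and chsA, the latter lower in the mutant with a log2 fold change of -0.17. With the replicate number as a block, 2 genes of the list passed over all genes and 9 over the list alone. Without the block, the number over the list alone was 5 without wild type 90% replicate 1, and 1 in each of the 5 fits without wild type 70% replicate 1, wild type 70% replicate 2, mutant 70% replicate 1, mutant 70% replicate 2 or mutant 90% replicate 2. An unadjusted p-value under 0.05 was found for 8 genes, and of the 30 fold changes 19 were above and 11 below 0. The log2 fold change of gfaB (NRRL3_08347) was 0.30 (standard error 0.0886, adjusted p = 0.2 from the same test). Those of phiA, agsE, agsA and gfaA were 0.40, 0.15, 0.13 and 0.01, with adjusted p-values of 0.221, 0.536, 0.692 and 0.971. The value of gfaA went to -0.02 without wild type 70% replicate 2. As a set, the 30 genes did not stand apart from the other genes in limma's camera test, with a preset correlation of 0.01 between genes (two-sided p = 0.308, direction up). With the estimated correlation of 0.221 the p-value was 0.688, and with fry it was 0.539. The test of limma's fry for change in either direction, which was not planned, gave a p-value of 0.000124. Without wild type 70% replicate 2, the direction of limma's camera test turned to down, with a p-value of 0.958.

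**Figure D2:**
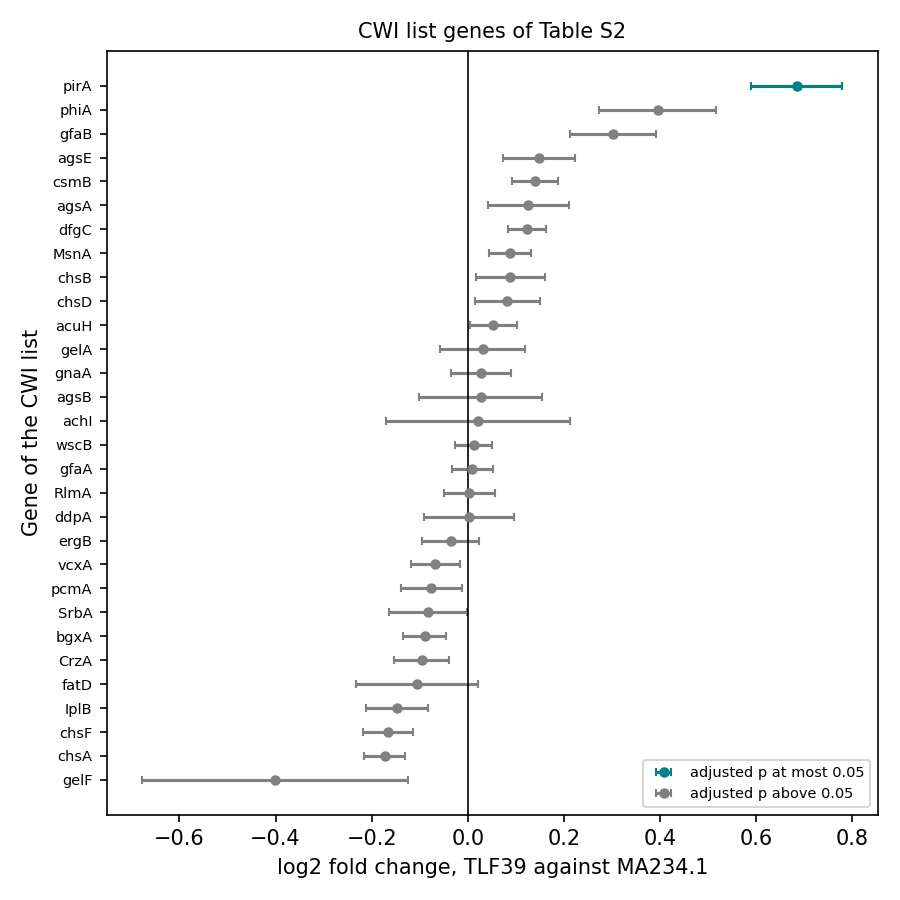
Log2 fold change between TLF39 and MA234.1 of the 30 genes of the CWI list, in order of their value, with bars for the standard error of edgeR's quasi-likelihood fit on 4 libraries per strain. The values lie between -0.40 and 0.68, and pirA is the gene with an adjusted p-value of at most 0.05 over all genes tested.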

We only found slight up-regulation for both *gfaB* and *pirA,* yet no induction of other CWI pathway related genes such as *agsA*, *phiA*, *gfaA* (CWI genes highlighted in Table S2), confirming that the CWI pathway is not activated in the seven-fold deletion strain.

**Table 5:** Putative cell wall biosynthetic related genes upregulated in the TLF39 mutant. Listed reads are the average of 70% and 90% biomass DESeq2 normalized (by library and gene length) reads.

Gene ID	Gene name	Description	WT reads	Mutant reads	FC	P-adj
NRRL3_10372		aldose 1-/glucose-6-phosphate 1-epimerase family protein	607	2045	3.27	5.38E-09
NRRL3_00240		carbohydrate-binding module family 50 protein (LysM)	30	78	2.64	4.35E-04
NRRL3_02950	*pirA*	putative cell wall protein with internal repeats	4982	7950	1.48	3.16E-04
NRRL3_00771	*cwpA*	glycosylphosphatidylinositol-anchored cell wall mannoprotein	322	464	1.44	5.47E-05
NRRL3_04222		carbohydrate-binding module family 50 protein (LysM)	156	221	1.41	2.60E-03
NRRL3_00251		cell-wall synthesis Kre9/Knh1 family protein	1115	1541	1.38	2.62E-14
NRRL3_04221		chitinase-like protein	138	189	1.37	1.99E-02
NRRL3_00249	*agtA*	GPI-anchored α-glucanosyltransferase	1811	2311	1.28	1.31E-07
NRRL3_08822		cell-wall synthesis Kre9/Knh1 family protein	1316	1675	1.27	2.00E-08
NRRL3_08347	*gfaB*	glutamine-fructose-6-phosphate aminotransferase	1001	1224	1.23	1.41E-02

**Table 6:** Putative cell wall biosynthetic genes downregulated in the TLF39 mutant. Listed reads are the average of 70% and 90% biomass DESeq2 normalized (by library and gene length) reads.

Gene ID	Gene name	Description	WT reads	Mutant reads	FC	P-adj
NRRL3_02532	*crhD*	glycoside hydrolase family 16 protein	3170	0	∞	4.71E-35
NRRL3_04809	*crhB*	glycoside hydrolase family 16 protein	991	0	∞	4.32E-30
NRRL3_10021	*crhA*	glycoside hydrolase family 16 protein	548	0	∞	4.27E-26
NRRL3_04315	*crhC*	glycoside hydrolase family 16 protein	489	0	∞	3.36E-25
NRRL3_03998	*crhG*	glycoside hydrolase family 16 protein	262	0	∞	4.13E-21
NRRL3_07085	*crhF*	glycoside hydrolase family 16 protein	168	0	∞	1.90E-18
NRRL3_01365	*crhE*	glycoside hydrolase family 16 protein	60	0	∞	9.59E-13
NRRL3_08490		carbohydrate-binding module family 63 protein (expansin-like)	1578	1178	−1.34	2.43E-07
NRRL3_06700	*dfgG*	mannan *endo*-1,6-alpha-mannosidase	781	644	−1.21	1.31E-02
NRRL3_00523	*ctcA*	chitinase-like protein	18,371	15,208	−1.21	2.44E-03
NRRL3_03954		alpha-1,3-mannosyltransferase-like protein	1079	921	−1.17	1.22E-02
NRRL3_07862	*cfcC*	chitinase	1570	1372	−1.15	1.34E-02
NRRL3_04653	*chsA*	chitin synthase	1527	1356	−1.13	2.85E-02

### 3.5 Cell wall fractionation shows identical composition between wild type and mutant

Previous results showed no increased sensitivity towards to cell wall disturbing compounds and no indications for a cell wall stress response, exemplified by lack of induction of *agsA* and *gfaA* in the seven-fold *crh* mutant. Notwithstanding these results, we analyzed whether the seven-fold deletion affected the cell wall composition. To do so, we isolated cell walls from maximum biomass samples of both wild type (MA234.1) and seven-fold *ΔcrhA-G* mutant (TLF39), using aforementioned batch fermentation cultures. Cell walls were fractionated using a 5% (w/v) KOH and 24% (w/v) KOH alkali treatment (see Section 2.3.2) to obtain alkali soluble fraction I (ASF-I) and alkali soluble fraction II (ASF-II), respectively. Residual cell wall material after fractionation represents the alkali-insoluble fraction (AIF). ASF-I and ASF-II were dialyzed and weighed. Relative amounts of recovered cell wall dry weight per fraction were found to be of equal proportion for both MA234.1 and TLF39 (Table S4). The unaccounted fraction after recovery is likely attributable to the presence of both (cell wall) proteins and cell debris in the fractionated samples, and partially because of loss of material during transfer in fractionation and dialysis. Next, each fraction was hydrolyzed with either TFA or HCl (see Section 2.4.1), followed by derivatization and analysis to detect both neutral and amino sugars with UHPLC-ESI-MS (Section 2.4.2). The total cell wall composition as the sum of all fractions is displayed as relative amounts of sugar monomers per mg cell wall prior to fractionation, in Fig. 2A. Here, we found that there is no difference in the cell wall sugar composition between MA234.1 and TLF39 for galactose, glucose, mannose and (*N*-acetyl) glucosamine (arabinose was not detected). As β-1,3-glucan has been reported to become alkali insoluble due to its covalent linkage with chitin in the wild type cell wall (Hartland et al., 1994, Mol and Wessels, 1987, Sietsma and Wessels, 1979), we specifically looked in detail whether deletion of the *crh* genes resulted in a shift of the amount of β-1,3-glucan in the AIF to the ASFs of the cell wall, as shown before in yeast (Rodríguez-Peña et al., 2000). The AIF, shown in Fig. 2B, showed that the relative difference between MA234.1 and TLF39 of both glucose and chitin is slightly lower in TLF39. Additionally, we did not observe a significant increase in glucose in either ASF-I or ASF-II fractions (Fig. 2B), indicating the lack of *crh* genes neither affected the cell wall composition nor the extractability of glucans out of the AIF.

**Fig. 2:**
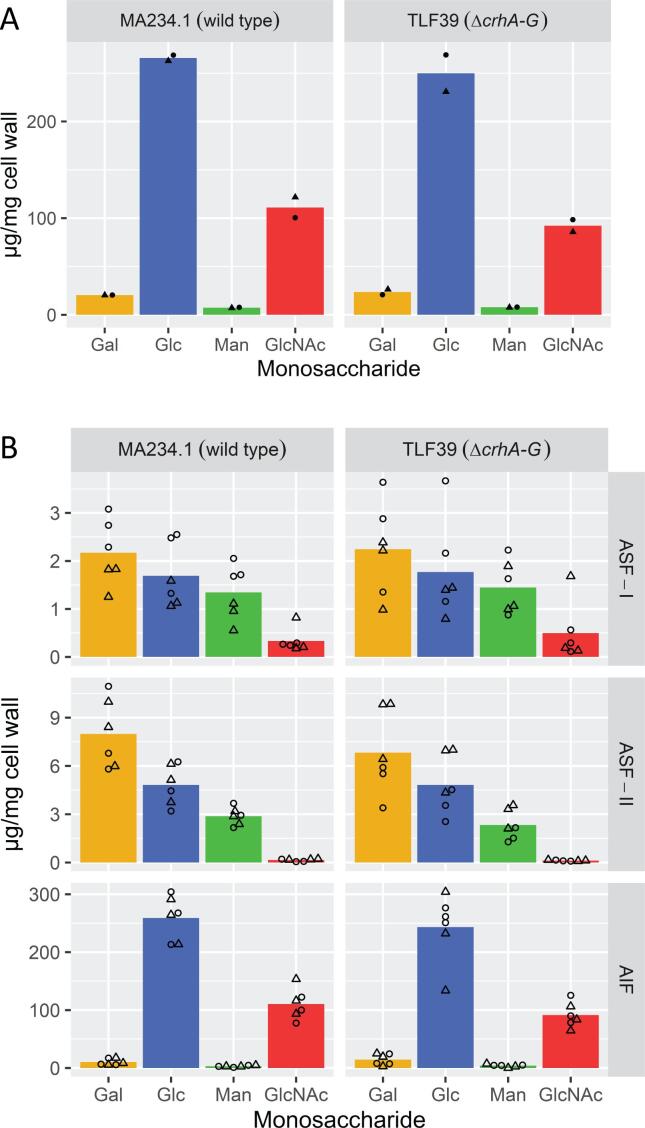
Monosaccharide cell wall composition of wild type strain and the seven-fold *crh* mutant (*ΔcrhA-G*). Cell wall isolation, fractionation, hydrolysis, monosaccharide detection and data processing are described in Sections 2.3 and 2.4. Measured monosaccharides include galactose (Gal), glucose (Glc), mannose (Man) and *N*-acetyl-glucosamine (GlcNAc), respectively shown as yellow, blue green and red colored bars. Fractions were obtained from two biological replicate bioreactor (BR) cultivations (maximum biomass) of both wild type (MA234.1), BR_TvL_15 and BR_TvL_18, and seven-fold *crh* mutant (TLF39), BR_TvL_16 and BR_TvL_17. Individual cell wall fractions are alkali soluble fraction I (ASF-I), alkali soluble fraction II (ASF-II) and alkali insoluble fraction (AIF). (A) Total monosaccharide composition per total cell wall dry weight (µg/mg cell wall) from combined fractions (Table S4). Data points are shown as either filled circles (BR_TvL_15 and BR_TvL_16) or filled triangles (BR_TvL_17 and BR_TvL_18), and represent averages of technical triplicate measurements per biological replicate. (B) Monosaccharide composition of each separate fraction as part of the total cell wall dry weight (µg/mg cell wall). Data points are indicated as either empty circles (BR_TvL_15 and BR_TvL_16) or empty triangles (BR_TvL_17 and BR_TvL_18), and represent technical triplicates per biological sample. (For interpretation of the references to color in this figure legend, the reader is referred to the web version of this article.)

### 3.6 The *crh* gene family is relevant for cell wall integrity in the absence of galactofuranose and α-glucan biosynthesis

Phenotypic analysis, transcriptional data and cell wall composition analysis revealed that the *crh* gene family appears dispensable for growth and does not lead to reduced integrity of the cell wall itself. However, to assess the importance of Crh enzymes in strains with reduced cell wall integrity, we introduced a mutation causing galactofuranose deficiency (Δ*ugmA*) which was previously reported to have reduced integrity of the cell wall, accompanied by increased chitin levels (Damveld et al., 2008, Park et al., 2016). Cell wall chitin compensation has also been reported to occur by deletion of α-1,3-glucan synthases in *A. fumigatus* (Henry et al., 2012) and *A. nidulans* (Yoshimi et al., 2013). We hypothesized that disturbed cell wall integrity involving a chitin compensatory response also increases the importance of Crh facilitated chitin cross-linking. Additionally, we wanted to assess the role of Crh enzymes in relation to both chitin-α-1,3-glucan interaction and chitin to β-glucan cross-linking. Therefore, knockouts of *ugmA*, *agsE*, *agsA* and double *agsA/E* were performed in both wild type (MA234.1) and seven-fold *crh* mutant (TLF39) genetic backgrounds. All strains were verified by using diagnostic PCR (data not shown).

To assess the level of cell wall integrity, both wild type (MA234.1) and *ΔcrhA-G* (TLF39) strains with additionally introduced knockouts (either *ΔugmA*, *ΔagsE*, *ΔagsA* or *ΔagsA/E*) were exposed to CR, shown in Fig. 3. On MM, the *ΔugmA* (Fig. 3B) mutant grows and sporulates poorly compared to the wild type strain (Fig. 3A). Introduction of *ΔugmA* in the seven-fold *crh* mutant (TLF70, lane G) has an even more drastic effect on both colony size and sporulation compared to both *ΔugmA* (Fig. 3B) and *ΔcrhA-G* (Fig. 3F). It became evident that there is an additive effect of removing cell wall galactofuranose in the background of the seven-fold *crh* gene family knockout on both colony morphology and sporulation, by comparing individual colonies of *ΔugmA* with *ΔcrhA-G/ΔugmA* (Fig. S7). Additionally, Fig. 3 shows that sensitivity towards CR, while already much lower for *ΔugmA* compared to wild type, was also exacerbated in the background of the seven-fold *crh* mutant.

**Fig. 3:**
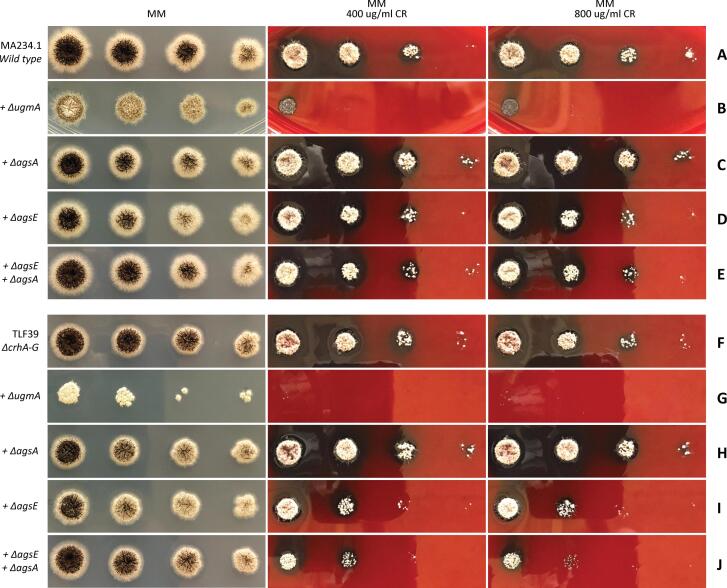
Growth morphology and Congo Red (CR) sensitivity assay. (A) Wild type (MA234.1) and introduced deletions (B) *ΔugmA* (MA613.1), (C) *ΔagsA* (TLF93), (D) *ΔagsE* (TLF94) and (E) *ΔagsA, ΔagsE* (TLF95) on the top five rows. (F) TLF39 (*ΔcrhA-G*) and the introduced deletions (G) *ΔugmA* (TLF70), (H) *ΔagsA* (TLF96), (I) *ΔagsE* (TLF97) and (J) *ΔagsA, ΔagsE* (TLF98) on the bottom five rows. Left column shows growth on MM, middle column shows growth on MM with 400 µg/mL CR and right column shows growth on MM with 800 µg/mL CR. All strains were spotted to contain equal amounts of spores from left to right: 10^4^, 10^3^, 10^2^ and 10^1^ spores. Plates were incubated at 30 °C for 65 h. (For interpretation of the references to color in this figure legend, the reader is referred to the web version of this article.)

Contrarily to galactofuranose deficiency, neither growth nor sporulation defects were observed on MM by deleting either *agsA*, *agsE* or in the *agsA/agsE* double mutant in both wild type (Fig. 3C, D and E, respectively) and seven-fold *crh* mutant backgrounds (Fig. 3H, I and J, respectively). However, a knockout of *agsE* was found to increase CR sensitivity in the seven-fold *crh* mutant (Fig. 3F), but not in the wild type (Fig. 3A). Moreover, a double knockout of both *agsA* and *agsE* in the seven-fold *crh* mutant (Fig. 3J) resulted in an even more sensitive CR phenotype. The seven-fold *crh* mutants lacking either α-glucan or galactofuranose have also been tested for sensitivity towards CFW, CA and SDS. Similar to CR sensitivity, we found that double mutants were more sensitive to CFW. Susceptibility to both CA and SDS was identical between strains.

## 4 Discussion

The fungal cell wall matrix is a complex structure that shows large diversity among different species. It is subjected to continuous changes during growth and development, but also in response to environmental cues, mycelial age, available nutrients and cultivation conditions, hypoxia and other stresses (Free, 2013, Lord and Vyas, 2019, Pochanavanich and Suntornsuk, 2002). It is well established that the β-1,3-glucan-chitin core is the load-bearing structure of the cell wall and is essential for survival (Gow et al., 2017). As such, it is under continuous monitoring to ensure its integrity. Despite this importance, relatively few studies have investigated the covalent assembly of the β-1,3-glucan-chitin complex that was first shown to be facilitated by the Crh enzymes in *S. cerevisiae* (Rodríguez-Peña et al., 2000). Since then, Crh enzymes have been characterized to be solely responsible for this cross-linking activity and recently, advances have been made to investigate and characterize the role of these enzymes in filamentous fungi (Fang et al., 2019, van Leeuwe et al., 2019). Notwithstanding the same enzymatic activity of Crh enzymes in both yeasts and filamentous fungus *A. fumigatus* (Fang et al., 2019), the cell wall sensitivity phenotypes of *crh* gene family knockouts in *Aspergillus* species do not resemble results obtained in yeast species. In this study, we have investigated the impact of a seven-fold knockout of the *crh* gene family in *A. niger* in more detail.

First off, we investigated an existing, multi-condition expression data set for transcriptional activity of *crh* genes. Analysis of transcriptional activity revealed three majorly active members, namely *crhB, crhC* and *crhD*, whereas the remainder of the family members are expressed at much lower levels under all conditions tested. In addition to vegetative growth, we observed that *crhD* is likely to be involved during sporulation, yet we did not observe a reduction in sporulation activity in either single *crhD* or seven-fold *crh* gene family knockout strains (Fig. 1). Neither did we observe a difference in heat sensitivity of spores (Seekles and van Leeuwe, data not shown). Both *crhB* and *crhC* were found to be expressed upon germination, but neither germination nor growth rate were affected by the loss of the *crh* gene family. In addition, *crhB, crhC* and *crhD* were all shown to be induced upon exposure to differing cell wall stressing compounds, but appear to be dispensable for cell wall integrity based on previous sensitivity assays (van Leeuwe et al., 2019) and data presented here.

Regarding lowly expressed *crh* genes, *crhA* showed induced expression in sclerotial structures compared to the surrounding mycelium. This may suggest CrhA to play very specific role in this type of structural development, whereas expression levels of all other *crh* genes were relatively low (Table 4, Jørgensen et al., 2020). A single deletion of *crhA* (TLF57) and the seven-fold *crh* mutant (TLF39) were both tested for sclerotium formation and compared to sclerotium formation in the wild type. Both mutants and wild type were able to produce sclerotia, suggesting a non-essential role of *crh* genes during sclerotia formation (data not shown). Despite poor expression in all microarray data, we did find expression of *crhA*, *crhF* and *crhG* during vegetative growth in our batch fermentations using RNAseq. In addition to observed expression of *crhG* in *A. niger*, we also found that the introduction of a *crhG* deletion (combined with deleting either *crhA* or *crhA* and *crhB* simultaneously) in *ΔcrhDEF,* resulted in a small but significant compact colony phenotype (Fig. 1), but not as a single *ΔcrhG* knockout. Despite minor differences in growth on plate, we were not able to identify such changes in liquid conditions during submerged batch fermentations because of Crh loss, nor did we find expressive differences in pellet morphology. For now, the complexity of these genetic interactions as to when and whether other combinations of *crh* knockouts give rise to this compact phenotype have not been investigated and mechanisms of redundancy towards submerged growth remain unknown.

Due to the seemingly expendable nature of *crh* genes in *A. niger*, we performed RNA sequencing to assess whether the seven-fold *crh* deletion triggered a genome-wide transcriptional response. First, we did not find high fold changes in differentially expressed genes. Specifically, some cell wall related enzymes showed small fold-changes (maximum 3.27 < FC > -1.34), and no clear evidence of CWI pathway induction was observed upon deletion of the seven *crh* genes. Furthermore, absence of Crh enzymes in the seven-fold *crh* deletion mutant did not trigger in a transcriptional response of other non-Crh GH16 enzymes in *A. niger*. 

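Of the 85 genes with an adjusted p-value of at most 0.05 between the strains, 31 changed over 2-fold, 18 of them higher and 13 lower in TLF39, and 54 changed by less. The 31 genes are the 7 crh genes, 7 of the 8 genes NRRL3_10368 to NRRL3_10375, and 17 others. Without the crh genes, the median absolute log2 fold change of the genes that differed was 0.60, and 39 of them changed less than 1.5-fold. With a mean of at least 50 counts required, 19 genes changed over 2-fold, with the replicate number as a block 48, and with the counts summed per culture 8. Outside the genes named in the paper, the largest decreases were in genes with few reads. NRRL3_09554, NRRL3_09555, NRRL3_02751 and NRRL3_03145 had between 61 and 100 reads in the 4 wild type libraries together and at most 2 in the 4 mutant libraries, and were at least 8.13-fold, 7.48-fold, 5.33-fold and 5.05-fold lower against the floor of 3 counts. NRRL3_00239 had 59.3 ± 12.3 normalized counts in the wild type and 7.76 ± 3.63 in the mutant (SD, n = 4), a log2 fold change of -2.92 (standard error 0.271, adjusted p = 0.000594 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Outside the genes named in the paper, the largest increases were in NRRL3_01029 and NRRL3_11748, also with few reads. NRRL3_01029 had 42 reads in the 4 wild type and 175 in the 4 mutant libraries, with a log2 fold change of 2.03 (standard error 0.211, adjusted p = 0.00158). NRRL3_11748 had 17 and 69 reads, with a log2 fold change of 2.01 (standard error 0.335, adjusted p = 0.0205). Its adjusted p was above 0.05 in 6 of the 8 fits without 1 library, all except those without mutant 70% replicate 1 or without mutant 90% replicate 1, and lay between 0.00363 and 0.362 over all alternatives. NRRL3_01619 followed with 80.2 ± 23.8 and 233.6 ± 56.4 normalized counts and a log2 fold change of 1.55 (standard error 0.0926, adjusted p = 1.4e-05), and NRRL3_07921 and NRRL3_00700 had log2 fold changes of 1.50 and 1.49 (standard errors 0.208 and 0.221, adjusted p-values 0.00877 and 0.0113). In its results the paper reports slight up-regulation of gfaB and pirA only, without induction of other CWI genes such as agsA, phiA and gfaA. From this it concludes that the CWI pathway is not activated by the deletion of the crh genes. The paper also reports that wild type and mutant were equally sensitive to the stress compounds it tested.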

Recently, a non-Crh GH16 family member of *Trichoderma harzianum, gluc31* described as an *endo*-β-1,3-glucanase, was shown to have a role in cell wall biogenesis (Ribeiro et al., 2019). The authors argue that a deletion of *gluc31* causes thicker cell walls and a cell wall compensatory response by increased glucan and chitin deposition. A BLAST search with *gluc31* in the *A. niger* genome does not yield clear orthologous hits, the closest orthologue being a GH16 encoding gene (NRRL3_02000) with only 14% query coverage, 48.84% identity. A closer related species to *T. harzianum* and a Sodariomycete, *N. crassa*, revealed a BLAST-based orthologue NCU04431 to *gluc31* (96% query coverage, 56.74% identity), also encoding a GH16 member. A knockout of NCU04431 was recently shown to exhibit a wild type growth morphology (Patel and Free, 2019), which may suggest that *gluc31* only plays a specific role in cell wall biogenesis of *T. harzianum*. Taken together with transcriptional data from *A. niger*, we do not expect that other non-Crh GH16 enzymes of *A. niger* act in chitin to glucan transglycosylation.

Lack of differential gene expression relating to cell wall biogenesis suggests that the CWI pathway is not induced. However, as mentioned above, some cell wall related enzymes showed small fold-changes in the seven-fold *crh* mutant. These upregulated genes encode two Kre9/Knh1 like proteins, an α-glucanosyltransferase (*agtA*), cell wall proteins *cwpA* and *pirA,* and two LysM (CBM50) binding domain proteins. CBM50 binds with high affinity to chitin, but both proteins identified here (NRRL3_00240: 1 CBM50 domain, and NRRL3_04222: 5 CBM50 domains) lack catalytic domains. Lack of catalytic domains can be indicative of effector proteins that can either protect against chitinolytic activity or capture chitooligosaccharides that are released from the cell wall (Akcapinar et al., 2015). Previously, the cell wall protein *pirA* was identified to be induced upon caspofungin exposure, causing cell wall stress (Meyer et al., 2007), albeit at much higher levels (FC 23.03) than observed in the seven-fold *crh* mutant (FC 1.48). The *cwpA* gene was also found to be upregulated in the seven-fold *crh* mutant (FC 1.44), but in contrast to *pirA*, *cwpA* was not found to be induced upon cell wall stress. However, a deletion of *cwpA* was reported affect cell wall integrity, indicated by increased sensitivity towards CFW (Damveld et al., 2005a). CwpA belongs to the class of GPI anchored cell wall proteins (GPI-CWP). GPI-CWPs are cross-linked to cell wall β-1,3-glucan via a flexible β-1,6-glucan moiety through a phosphodiester linkage with the GPI-anchor (Frieman et al., 2002, Kapteyn et al., 1996, Kollár et al., 1997, Lu et al., 1995, Lu et al., 1994). The presence of β-1,6-glucosylated cell wall proteins has been reported in *A. niger* (Brul et al., 1997), yet presence of linear β-1,6-glucan chains such as in *S. cerevisiae* remains elusive in filamentous fungi, and is known to be absent in both *A. fumigatus* and *N. crassa* (Free, 2013)*.* The putative synthesis of β-1,6-glucan (moieties), however, may be increased as a result of the two Kre9/Knh1 like proteins found upregulated in the seven-fold *crh* mutant and encode homologues of KRE9 and KNH1 that known to synthesize β-1,6-glucan in *S. cerevisiae* (Brown and Bussey, 1993, Dijkgraaf et al., 1996). The increased presence of both CBM50 effector proteins—with putative chitinolytic protection and chitin tethering—combined with CwpA, PirA, AgtA and Kre9/Knh1 like proteins, may suggest an unknown cell wall stabilizing mechanism through which chitin release is prevented and additional protein to cell wall cross-linking occurs, resulting from the absence of Crh enzymes.

In line with minor changes in expression of some cell wall metabolic genes (Table 5, Table 6), we did not find evidence for differences in overall cell wall composition. A more detailed analysis of the fractionated cell wall using alkali fractionation only resulted in a small drop in both glucose and glucosamine in the AIF. However, no increase of glucose in either of the ASF-I or ASF-II fractions was observed, as previously reported upon a double deletion of *CRH1* and *CRH2* in *S. cerevisiae* (Rodríguez-Peña et al., 2000). Based on these data it is possible either that cross-links between chitin and glucan still exist or that other glucan linkages indirectly (e.g. β-1,4-glucan and β-1,6-glucan) connect to chitin and result in alkali insolubility. Recently, an *in situ* cell wall assessment of intact *A. fumigatus* cells*,* using solid state NMR, revealed the cell wall architecture and polymer interactions in great detail (Kang et al., 2018). Interestingly, they show presence of α-1,3-glucan in both the highly (alkali soluble) mobile outer shell and in the rigid hydrophobic core of the cell wall, tightly packed together with chitin. Their findings suggest that β-1,3/-1,6-glucans do not form the rigid backbone structure due to high levels of hydration and mobility, but instead enclose the rigid hydrophobic core that consists of chitin and α-1,3-glucan. Thus, chitin and α-1,3-glucan form the anchor to which β-glucans are proposed to be covalently attached to, while evidence for covalent interactions between α-1,3-glucan and β-glucan or chitin are still lacking. Nonetheless, these findings on intact cells shed new light on the way that we look at the filamentous fungal cell wall. Until now, no cell wall composition assessments have been performed to characterize the impact of removing the *crh* gene family in filamentous fungi. It is important to note that both species that have been studied for cell wall composition in relation to *CRH* loss, *S. cerevisiae* and *C. albicans,* do not possess cell wall α-1,3-glucans and have drastically lower relative amounts of cell wall chitin (Free, 2013). In a different yeast, *Schizosaccharomyces pombe,* vegetative cells neither possess cell wall chitin nor *CRH* enzymes, but do contain α-1,3-glucan which has been shown to be essential for growth (Grün et al., 2004, Hochstenbach et al., 1998). In filamentous fungi, absence of cell wall α-1,3-glucan has previously been reported to be non-lethal for *A. fumigatus, A. oryzae* and *A. nidulans* (Henry et al., 2012, Miyazawa et al., 2018, Miyazawa et al., 2016), as chitin may suffice for structural integrity. Presence of both chitin and α-1,3-glucan is unique for these filamentous fungi and may create an entirely different dynamic interplay of cell wall integrity. Therefore, based on the reported tight interaction between chitin and α-1,3-glucan and results from our studies, it is possible that loss of chitin to β-glucan cross-linking may not affect cell wall integrity of *A. niger* and *A. fumigatus* in the same way as in either of the aforementioned yeast studies.

Interestingly, we showed an important relation between α-1,3-glucan and chitin to β-glucan cross-linking for maintaining cell wall integrity. When exposed to CR, neither the seven-fold *crh* mutant nor the α-glucan synthase knockouts were negatively affected in growth, separately. However, when both *crh* and *ags* deletions were combined, a synthetic growth defect on CR was observed, showing the importance of Crh enzymes when α-glucan levels are reduced. Additionally, we showed that Crh enzymes are important when galactofuranose biosynthesis is abolished. A deletion of *ugmA* in the seven-fold *crh* family knockout resulted in heavily reduced growth a sporulation and increased sensitivity to CR. Previously reported expression data of the *ΔugmA* strain already revealed increased levels of *crhE* transcript, confirming the importance of Crh enzymes in maintaining cell wall integrity in absence of galactofuranose. In summary, these results suggest that Crh enzymes play an auxiliary role in maintaining cell wall integrity in the absence of other cell wall components.

Because α-1,3-glucan is lacking in cell walls of both *S. cerevisiae* and *C. albicans,* our findings are significant in explaining the discrepancy of the *A. niger* seven-fold *crh* mutant phenotype on CR with the literature on *CRH* knockouts in both *S. cerevisiae* and *C. albicans*. We propose that, in α-glucan-containing filamentous fungi, the chitin-α-1,3-glucan interaction and Crh enzymes may act as reciprocal backup systems to ensure cell wall integrity by anchoring chitin to the cell wall: Reduced α-glucan synthesis is remediated by Crh-facilitated cross-linking of chitin to β-glucans, whereas absence of chitin to β-glucan cross-linking in the seven-fold *crh* knockout strain may be compensated by the tight packing of chitin with α-1,3-glucan.

In contempt of the reported dispensable nature of Crh enzymes in *A. niger*, we are not able to rule out the existence of other cell wall chitin cross-links that may fortify the cell wall. However, we were able to show the importance of Crh enzymes in relation to both α-glucan and galactofuranose, assuming at least in-part loss of cell wall integrity by *crh* family disruption. For now, it remains difficult to explain why there are so many different *crh* genes in *A. niger* and other filamentous fungi. Especially if filamentous fungi possess an α-1,3-glucan-chitin-interaction redundancy mechanism that renders the *crh* gene family dispensable. Paradoxically, filamentous fungi possess more *crh* gene copies than yeast-like fungi that are devoid of cell wall α-glucan and such a putative redundancy mechanism. Despite this, α-glucan synthases most likely evolved post hyphal multicellularity, whereas the *crh*-facilitated β-glucan to chitin transglycosylation coincided with the evolution of hyphae (Kiss et al., 2019). As such, this chronological order of development would allow selection pressure to drive the diversification of Crh enzymes during different growth phases of filamentous fungi, prior to the introduction of cell wall α-glucan. Apart from its role in pathogenesis and conidial aggregation (Yoshimi et al., 2017), α-glucan may thus have the added benefit of aiding chitin-to-cell-wall anchorage—next to Crh facilitated chitin-β-glucan cross-links—in order to fortify cell wall structure.

## 5 Conclusions

Fungi show a high level of complexity with various mechanisms of redundancy to ensure integrity of the cell wall. Not just on the level of multiple gene copies in a single family, but also in terms of inter-connected architectural layers within the macrostructure of the cell wall itself. The complete removal of the *crh* gene family affected neither growth rate nor did it increase the sensitivity towards cell wall stressing compounds, suggesting dispensability of Crh enzymes for cell wall integrity. However, we showed that removal of other cell wall components—through interference of either α-glucan or galactofuranose synthesis—increased susceptibility to cell wall stressing compounds in the seven-fold *crh* deletion mutant compared to the same disruptions in the wild type. Reduced levels of either α-glucans or galactofuranose may increase the cell wall’s dependence on chitin for integrity which, in turn, may require Crh facilitated crosslinks to warrant cell wall stability. Taken together, these findings suggest that inter-structural mechanisms of redundancy are present in filamentous fungi, and only just scratch the surface in understanding cell wall complexity. With special regard to identification of new anti-fungal compounds and strategizing anti-fungal treatments, understanding these mechanisms beckons the need to continue cell wall research in filamentous fungi.

## CRediT authorship contribution statement

**Tim M. van Leeuwe:** Conceptualization, Investigation, Validation, Formal analysis, Methodology, Writing - original draft, Visualization. **Jasper Wattjes:** Investigation, Validation, Formal analysis, Visualization. **Anna Niehues:** Investigation, Validation, Formal analysis, Visualization. **Gabriel Forn-Cuní:** Software, Formal analysis, Visualization. **Nicholas Geoffrion:** Software, Resources. **Hugo Mélida:** Investigation, Validation. **Mark Arentshorst:** Investigation. **Antonio Molina:** Funding acquisition. **Adrian Tsang:** Resources. **Annemarie H. Meijer:** Resources. **Bruno M. Moerschbacher:** Funding acquisition. **Peter J. Punt:** Conceptualization, Writing - review & editing, Funding acquisition. **Arthur F.J. Ram:** Conceptualization, Writing - review & editing, Funding acquisition, Data curation, Supervision.

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Figures and Tables

**Supplementary Fig. S1:**
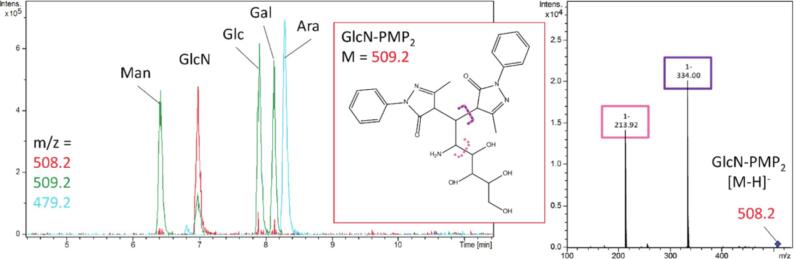
Reversed phase UHPLC-ESI-MS/MS analysis of PMP-derivatized monosaccharide-standards. (A) Extracted-ion chromatograms of the derivatized neutral sugars mannose-PMP2 (Man), glucose-PMP2 (Glc), galactose-PMP2 (Gal) and arabinose-PMP2 (Ara) as well as the amino sugar glucosamine-PMP2 (GlcN) (MS1, negative ion mode), (B) Example MS2 spectrum of glucosamine-PMP2. Fragmentation behavior of derivatized monosaccharide precursor ions is illustrated with GlcN-PMP2 as an example (A). The fragment with m/z = 213.9 is used for quantification.

**Supplementary Fig. S2:**
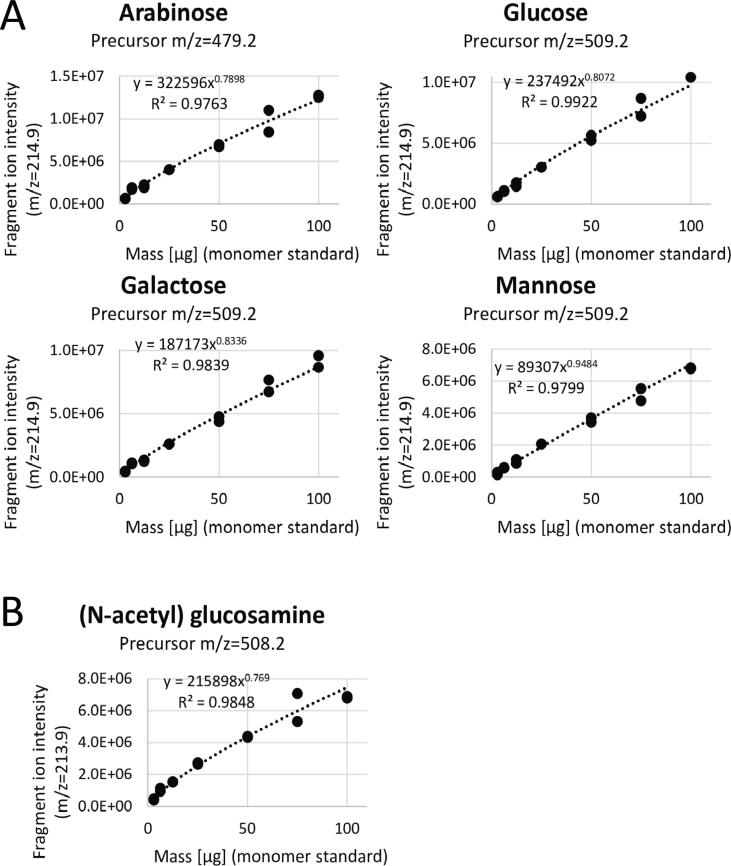
Example standard curves for the different monosaccharides. (A) neutral sugars (B) amino-sugars; N-acetylglucosamine is de-N-acetylated by HCl treatment.

**Supplementary Fig. S3:**
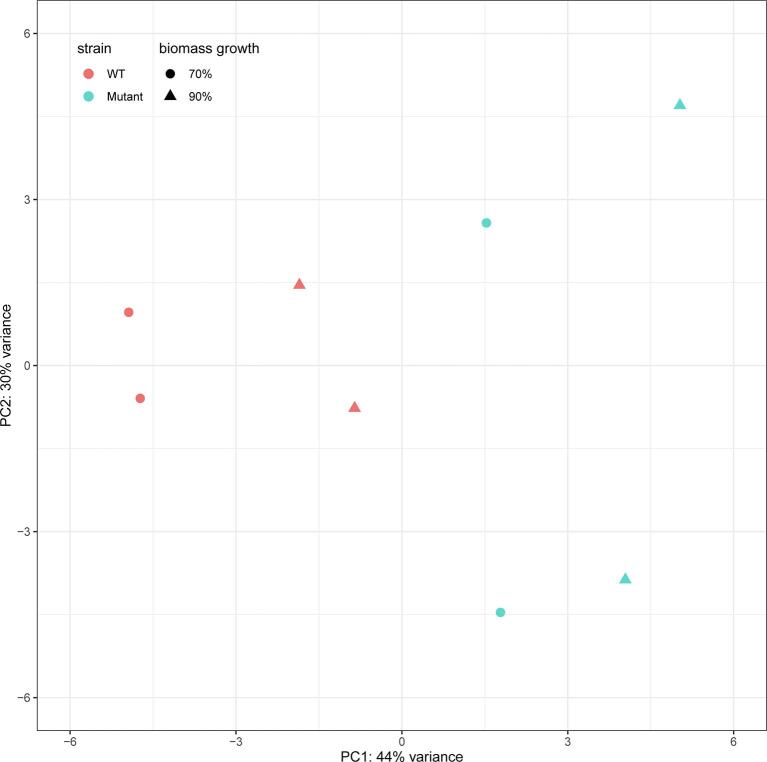
Principal component analysis of the gene expression data obtained by RNA sequencing. The RNA sequencing libraries were separated in the first-dimension axis according to the mutation of the *crh* genes.

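On log2 CPM of the 500 most variable genes, with a prior count of 2 and the genes centred, the first principal component held 49.2% of the variance, the second 23.5% and the third 11.5%. The crh genes were 7 of the 500 genes and made up 63.6% of the squared loadings of the first component. Without the crh genes the first component held 34.3%, and with all tested genes 35.3%.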

**Supplementary Fig. S4:**
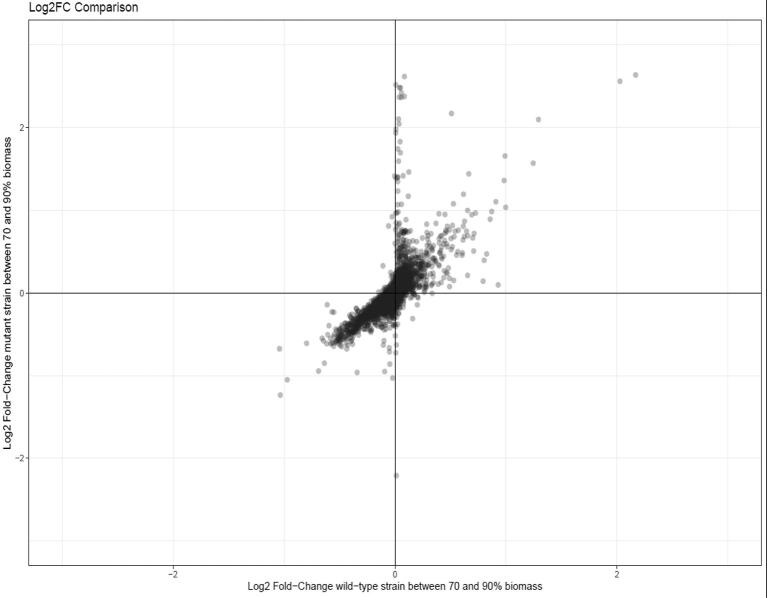
Correlation of fold-change between 70 and 90% biomass. Growth in the WT (x-axis) and the *crh* genes mutated strain (y-axis). Each dot represents a gene.

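The log2 fold changes between 90% and 70% biomass in the wild type and in the mutant correlated across 9041 genes with Pearson's r = 0.534, where genes are not independent replicates. The fold changes had the same sign in both strains for 72.2% of the genes, and for 92.1% of the 1880 genes with an unadjusted p-value under 0.05 in either strain. Of these 1880 genes, 605 had such a p-value in both strains and changed in the same direction in 605 of 605, 953 had it in the wild type only and 322 in the mutant only. Between single cultures r was 0.42 for the wild type pair, 0.337 for the mutant pair, and between 0.309 and 0.44 for a wild type and a mutant culture. Over the fits without 1 library r lay between 0.298 and 0.484, and it was 0.298 without mutant 90% replicate 2. With no filter on low counts r was 0.069, and with a mean of at least 50 counts 0.754. In edgeR's quasi-likelihood test with the 4 groups as terms, 0 genes had an adjusted p-value of at most 0.05 between the biomass points in the wild type, with 1558 at an unadjusted p-value under 0.05, and 0 in the mutant, with 927. This test treats the 70% and 90% libraries of a culture as independent, although they were drawn from the same culture. With the culture as a term, 1999 genes differed between the biomass points in the wild type and 1234 in the mutant. DESeq2 with the 4 groups as terms gave 250 and 33, and no filter on low counts 132 and 1. With both strains in one fit and biomass as a term, 778 genes differed between the biomass points.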

**Supplementary Fig. S5:**
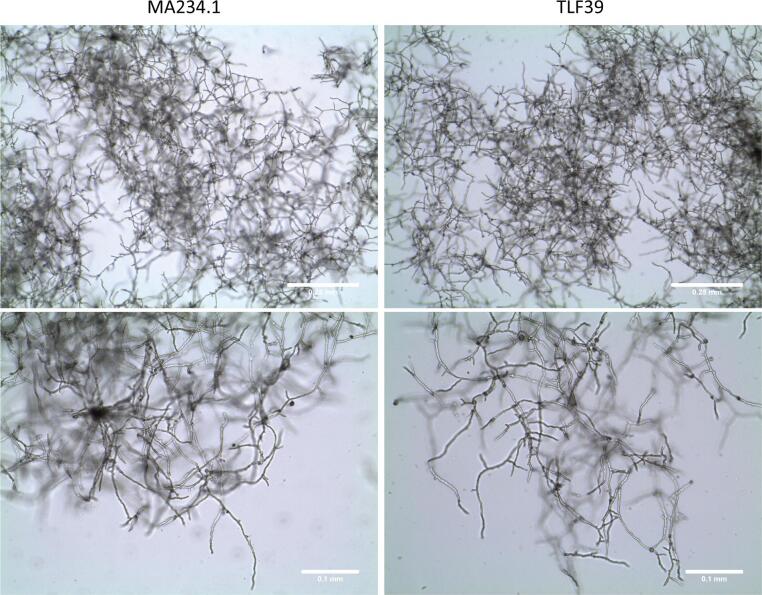
Hyphal and pellet morphology of glucose batch cultures during exponential growth. Wild type, MA234.1 (left) and *ΔcrhA-G*, TLF39 (right). 70% biomass.

**Supplementary Fig. S6:**
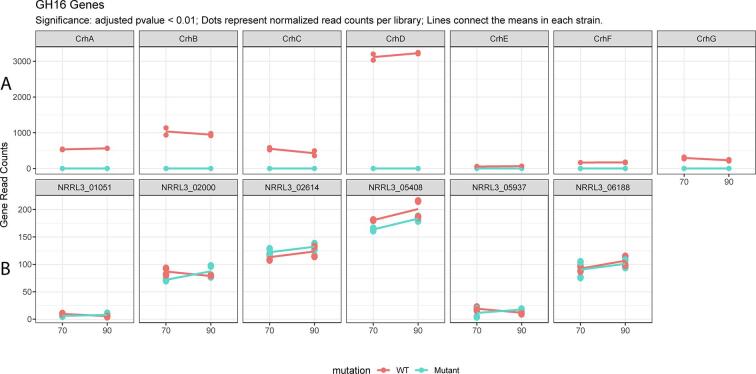
Normalized gene read counts for the *crh* and other GH16 genes. WT (red) and mutant (teal) libraries. While there is a complete decrease of detectable expression of the mutated genes, the expression of other GH16-family genes is not affected.

**Supplementary Fig. S7:**
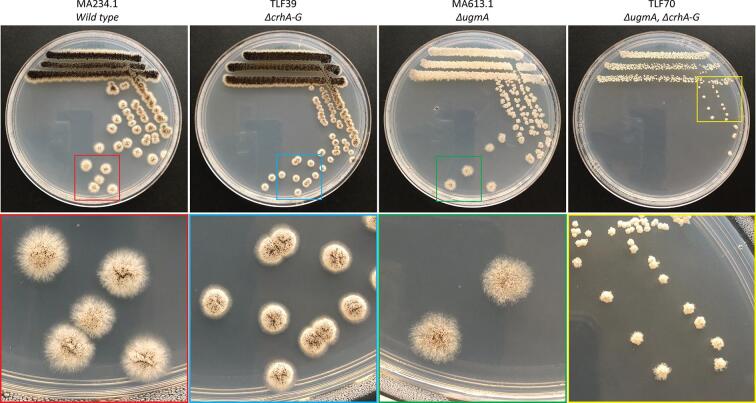
Growth of individual colonies on minimal medium (MM). Wild type (MA234.1), TLF39 (*ΔcrhA-G*), MA613.1 (*ΔugmA*) and TLF70 (*ΔugmA*, *ΔcrhA-G*) were single streaked on MM and were incubated at 30 °C for 3 days.

How the deposited data were processed for this re-analysis (not part of the article)

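RNA was sequenced from 4 bioreactor cultures, 2 of the wild type MA234.1 and 2 of the crh mutant TLF39. Each culture was sampled at 70% and 90% of the maximum biomass, which gave 8 libraries, 4 per strain and 2 per strain and biomass point. Libraries were assigned to strain, biomass point and culture by their labels. The reads of the deleted genes were checked against the strain labels in every library. No library was a copy of another. The chi-square per degree of freedom between library pairs lay between 5.18 and 22.6, where sampling alone gives 1.

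The authors trimmed adapters, removed PhiX and ribosomal RNA reads, and mapped each library to the transcriptome of A. niger NRRL3 with Salmon. The deposited values are estimated counts of reads per transcript, without normalization, TPM as computed by Salmon, and effective transcript lengths. The estimated counts were rounded to whole numbers and used for the tests. The deposited TPM were used only for the order of the crh genes in the wild type, and the effective lengths only in alternatives. No reads were mapped again. The mapping and the trimming are part of the deposited values and were not varied. Transcripts of the paper's lists that do not occur among the 11839 transcripts were not analysed here.

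Genes with at least 10 counts in at least 2 libraries were kept, 9041 genes or 76.4% of the transcripts. Counts were normalized by TMM in edgeR 4.0.16 under R 4.3.3. The strains were compared by edgeR's quasi-likelihood test without robust estimation, with biomass and strain as terms. Adjusted p-values are by Benjamini and Hochberg, with 0.05 as the threshold. The strains at each biomass point, the biomass points within each strain and the interaction were tested in one model with 4 groups. Lists of genes were taken from the paper's tables and Table S2. They were counted over all genes tested and adjusted over the list alone, and the CWI list was tested as a set with camera and fry of limma 3.58.1. The p-values of camera and fry come from models across genes fitted to 4 libraries per strain and are not exact tests. Principal components were taken on log2 CPM with a prior count of 2 for the 500 most variable genes. A count of 3 was used as the floor for fold changes against genes without reads. Figures were drawn with matplotlib 3.10.9.

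The rule for the genes named in the text was every gene the paper names and the 10 other genes with the largest absolute log2 fold change among those past the threshold whose 4 mutant libraries lay all above or all below the 4 wild type libraries. This rule, the main tests of the comparisons and all alternatives but 2 were set before the data were examined. Tests and genes chosen later are given as such where they appear. The alternatives for the strain comparison were DESeq2 1.42.0 in place of edgeR, effective lengths as offsets in either tool, RLE normalization, no filter on low counts, a mean of at least 50 counts, the replicate number as a block, counts summed per culture, limma-voom with the culture as a random effect, no biomass term, and each library left out in turn. The 2 alternatives added later use DESeq2 with a local dispersion trend. The 70% and 90% libraries of a culture are paired by the culture they were drawn from. The deviations of such libraries from their group means correlated across genes, and the culture was entered as a block in an alternative for the comparisons within cultures. Same-numbered libraries of the 2 strains at one biomass point, 4 pairs, deviated together with r = 0.13 at 70% and r = 0.151 at 90% biomass. The paper names nothing that they share, and the values with the replicate number as a block stand beside the counts of genes that this block moved by over 1.5 times. Gene names are those of the paper and its supplementary tables, and other genes are given by their identifiers.

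The steps were tested on simulated counts drawn from the means and library sizes of the 9041 genes with 200 genes changed by known fold changes. The changed genes had a mean of at least 50 counts. Their median estimated log2 fold change in the true direction was 0.99 in the strain test and 2 in the test of the interaction. The strain test recovered 99.5% of the changed genes with 3.4% false calls, and called 4 genes in data without any change. On counts summed per culture it recovered 99.5% with 9.95% false calls. The test of the interaction recovered 99% with 7.91% false calls, the contrast at 70% biomass 91% with 5.7%, and the contrast of the mutant cultures 91.5% with 8.04%. The simulated libraries of one culture were drawn independently, so that these shares do not cover variation between cultures. They also do not hold for smaller changes or for genes with fewer counts. In limma, camera gave a p-value of 1.4e-34 for a shifted set of 30 genes and 0.761 for an unshifted one.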

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

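The tests of the silent genes, of the number of libraries standing apart, of the pairings of the cultures and of NRRL3_01619 with the cultures as units were chosen only after the result was seen. The count of splits for genes changed over 2-fold was chosen before.

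NRRL3_05937, a GH16 gene, had 3.7 normalized counts in mutant 70% replicate 1, against 16.4 to 18.0 in the other mutant libraries. The gap was 0.889 of the range, above the critical value of Dixon's test for 4 libraries. Among 89 groups of 4 libraries tested for named genes, 1 had a library standing apart in this way, where chance gives about 4, 1 in 20. The library had 4 reads of this gene and the others 17 each. No biological explanation was tested.

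3 genes that the paper does not discuss, NRRL3_03145, NRRL3_09554 and NRRL3_09555, had at most 3 reads in every mutant library and at least 10 in every wild type library. Together they had 252 reads in the wild type libraries and 3 in the mutant libraries. The real split of the libraries was the only 1 of the 35 splits with as many such genes, and the highest number in another split was 0. Only 3 of the 35 splits keep the cultures whole, too few to bring the share under 0.05. Spread between libraries at low counts was tested by drawing counts without a strain effect from each gene's mean and dispersion, and 0 of 1000 such data sets gave as many silent genes. The libraries were drawn independently, so that differences between cultures were not covered. With the counts summed per culture, the adjusted p-values of NRRL3_03145, NRRL3_09554 and NRRL3_09555 were 0.124, 0.176 and 0.124 in edgeR's quasi-likelihood test. Reads shared with a paralog are not excluded. 0 of the estimates for these genes were fractional, and whole estimates can also come from shared reads. Loss of the genes from the mutant's genome and silencing of genes that are present cannot be told apart, because both leave few reads, and the 3 reads left decide nothing. NRRL3_09554 and NRRL3_09555 carry neighbouring locus numbers. Of the genes beside them, chosen after their values were seen, NRRL3_09553 had a log2 fold change of -0.91 (standard error 0.218, adjusted p = 0.106 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and NRRL3_09556 had 1 read in all. NRRL3_02751, chosen after its values were seen, had 65 reads in the wild type libraries and 2 in the mutant libraries, but fewer than 10 in 1 wild type library. The strain difference itself, by way of the deletions or of other changes made in building the strain, stays open as untested.

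17 genes outside the crh genes and the cluster NRRL3_10368 to NRRL3_10375 changed over 2-fold with an adjusted p-value of at most 0.05, and all 17 are in the list of Table S2. 11 of them were higher and 6 lower in the mutant. Of the 35 splits of the 8 libraries, 1, the real one, gave as many genes over 2-fold, 31 with the crh genes and the cluster included. Without the crh genes the real split gave 24 and the highest other split 9. The comparison rests on 2 cultures of each strain. Across all tested genes without the crh genes and the cluster, 18 had a gap between the strains over 2-fold and larger than the spread between the cultures of either strain. Pairing the 4 cultures by replicate number gave 7 such genes and the crossed pairing 3. With the counts summed per culture, so that cultures are the units, NRRL3_01619 was the 1 gene of the 17 with an adjusted p-value of at most 0.05 (adjusted p = 0.0118 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, between 7.25e-27 and 0.021 over the alternatives), which argues against differences between cultures without a strain effect for this gene. The other 16 genes did not pass with the counts summed per culture. With the culture as a random effect in limma-voom, 25 of all tested genes passed and changed over 2-fold, against 31 in the main test. With 2 cultures of each strain, differences between cultures cannot be told apart from a strain difference for the 16 genes. The strain difference itself, by way of the deletions or of other changes made in building the strain, stays open as untested.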

How the results depend on the processing

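The 2 alternatives with a local dispersion trend and the comparison of settings with Table S2 were chosen after seeing the data. Each value below stands beside the main one. Where no reason is given, the cause was not tested.

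Under every alternative for the strain comparison, the crh genes tested passed the threshold, 7 genes or, with a mean of at least 50 counts, 6, because crhE was filtered out. Under every alternative, 0 of the other GH16 genes tested passed, as in the main test, where 0 of 5 also had an unadjusted p-value under 0.05. The p-value of the CWI set test for a shift in one direction stayed above 0.05 under all alternatives, from 0.0662 to 0.958. The unplanned test of limma's fry for change in either direction gave a p-value of 0.000124. Of the 8 cluster genes, 8 passed under all alternatives except counts summed per culture (0) and without wild type 70% replicate 2 (7). Effective lengths as offsets in edgeR and RLE normalization gave 89 and 86 genes between the strains against 85, with all 85 among them, and no filter on low counts gave 107.

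With DESeq2 in place of edgeR, 149 genes differed between the strains, 88 higher and 61 lower, and 145 of the genes of Table S2 were among them. The CWI list adjusted over the list alone gave 4 genes, and the cell wall list 2 over all genes. With effective lengths as offsets in DESeq2, the numbers were 149, 87, 62, 145, 4 and 2. With no filter on low counts, the CWI list adjusted over the list alone gave 4 genes. With a mean of at least 50 counts it gave 6, and 19 genes changed over 2-fold against 31, since fewer low genes were tested.

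With the counts summed per culture, where 2 cultures were compared with 2, 8 genes differed, 1 higher and 7 lower, 8 of them over 2-fold and 8 in Table S2, and 454 had an unadjusted p-value under 0.05. The CWI list gave 0 genes and 1 adjusted over the list alone. The cell wall list gave 0 and 0, the 16 genes of Table 5 and Table 6 gave 0, and the cluster 0. The share of higher genes was 12.5% against 65.9%. With the culture as a random effect in limma-voom, where the correlation within cultures was 0.367, 52 genes differed, 33 higher and 19 lower, 52 of them in Table S2. The CWI list adjusted over the list alone gave 1, the cell wall list 0 and 1, and the table genes 5. Without the biomass term, 49 genes differed, 29 of them higher, and 49 were in Table S2. The CWI list gave 0 and 0 genes, the cell wall list adjusted over the list alone 2, and the table genes 5.

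The strains share replicate numbers without sharing a culture. The deviations of same-numbered libraries of the 2 strains correlated with r between 0.13 and 0.151, in 2 pairs per biomass point. With the replicate number as a block, 258 genes differed, 129 higher and 129 lower, 48 over 2-fold and 195 in Table S2, with a share of higher genes of 50%. The CWI list gave 2 and 9 genes, the cell wall list 7 and 12, and the table genes 15. At 70% biomass this block gave 59 genes and at 90% biomass 46.

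With the local dispersion trend in DESeq2, chosen after seeing the data, 238 genes differed, 125 higher and 113 lower, and 227 were in Table S2. The CWI list gave 3 and 7 genes, the cell wall list 6 and 10, and the table genes 16. With effective lengths and no filter on low counts in addition, the numbers were 236, 122 and 114, with 47 over 2-fold, 230 in Table S2, 4 and 7, 7 and 10, and 16. The shares of higher genes were 52.5% and 51.7%.

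For the comparisons in 4 groups, DESeq2 gave 48 genes at 70% biomass against 18, 37 at 90% against 13, and 250 and 33 genes between the biomass points in the wild type and in the mutant against 0 and 0. No filter on low counts gave 21 genes at 90% biomass, 132 between the biomass points in the wild type and 1 in the mutant, and a correlation of 0.069 against 0.534. A mean of at least 50 counts gave 10 at 70%, 7 at 90% and a correlation of 0.754. With the culture as a block, there were 44 interaction genes against 0, and 1999 and 1234 genes between the biomass points in the wild type and in the mutant. The interaction had 0 genes under the other alternatives that could be fitted, DESeq2, RLE normalization, no filter and a mean of at least 50 counts, with 13 to 149 at an unadjusted p-value under 0.05.

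Across the 8 fits that each left out 1 library, the genes between the strains ranged from 50 to 85, with 30 to 59 higher and 16 to 34 lower, and those in Table S2 from 50 to 79. The count was 50 without wild type 70% replicate 1, without wild type 90% replicate 2 or without mutant 70% replicate 2, and 52 without wild type 70% replicate 2. The CWI list adjusted over the list alone ranged from 1 to 5, the highest without wild type 90% replicate 1. The cell wall list ranged from 0 to 1, with 0 without wild type 70% replicate 2, wild type 90% replicate 2, mutant 70% replicate 1 or mutant 90% replicate 2, and adjusted over the list alone from 1 to 3. The table genes ranged from 4 to 8, with 4 without wild type 70% replicate 2, wild type 90% replicate 2 or mutant 70% replicate 1 and 5 without wild type 70% replicate 1. The share of the first component ranged from 48.0 to 54.5%, and the share of the crh genes in the strain difference from 45.6 to 51.1%. At 70% biomass the count ranged from 10 to 17 and at 90% from 9 to 20. The genes between the biomass points ranged from 0 to 2 in the wild type and from 0 to 1 in the mutant, and the correlation from 0.298 to 0.484. Fits that leave 1 library in a group compared gave no count for that group.

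The direction of the CWI set test of limma's camera turned to down without wild type 70% replicate 2, with a p-value of 0.958. The log2 fold changes of NRRL3_06188 (0.016 without mutant 70% replicate 1), NRRL3_02000 (0.022 without wild type 70% replicate 1), NRRL3_05937 (0.16 without wild type 70% replicate 1 and 0.308 without mutant 70% replicate 1) and gfaA (-0.022 without wild type 70% replicate 2) changed sign, all with main values within their standard errors of 0. Across the fits without 1 library they ranged from -0.159 to 0.016, from -0.176 to 0.022, from -0.317 to 0.308 and from -0.022 to 0.029. Of the 49 named genes tested, the counts summed per culture left 24 short of the threshold, limma-voom 5 and no biomass term 3. DESeq2 brought 2 past it, the replicate block 7 and each local trend 8. The first component held 35.3% with all tested genes and 34.3% without the crh genes. The share of the crh genes was 55.8% with a prior count of 0.5, 46.4% with a prior count of 10 and 2.19% on the linear scale. Few reads limit NRRL3_01051, which had too few to be tested, and NRRL3_05937, whose standard error was 0.427.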

Differences from the paper's values

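The comparisons with Table S2 over 17 DESeq2 settings and with the means of single cultures were made after its values were seen. Of 236 values compared with the paper's, 7 differ.

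The paper states 230 differentially expressed genes, against 85 here. With the replicate number as a block the count was 258, the only one of the alternatives set before the data were examined that came within 1.5 times of the paper's value. The others gave 149 with DESeq2, 149 with DESeq2 and effective lengths, 107 with no filter on low counts, 89 with effective lengths in edgeR, 86 with RLE normalization, 71 with a mean of at least 50 counts, 52 with limma-voom, 49 without the biomass term, 8 with counts summed per culture, and 50 to 85 with a library left out. DESeq2 with a local dispersion trend gave 238, and with effective lengths and no filter in addition 236, both chosen after seeing the values.

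Of the paper's genes in Table S2, 118 are higher and 112 lower in the mutant, against 56 and 29 here. For the higher genes, DESeq2 (88), DESeq2 with effective lengths (87) and the replicate block (129) came within 1.5 times of the paper's value, and none of the other alternatives set before the data were examined did. For the lower genes, only the replicate block (129) did. The local dispersion trend, chosen after seeing the values, gave 125 and 113, and with effective lengths and no filter 122 and 114.

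Among the 17 DESeq2 settings compared with Table S2 after its values were seen, the calls ranged from 74 to 454. 2 of the settings called all 230 genes. They were estimation without the Cox-Reid adjustment, with 454 calls, and the local dispersion trend, with 236 calls, a median difference of 2.7e-07 in the log2 fold change over 1141 genes and a ratio of standard errors of 1. The other settings called 74 to 204 of the 230. Of these, the replicate number as a term gave 224 calls with and without effective lengths, and dispersions from a culture model gave 305, which also come within 1.5 times of the paper's count. Their ratios of standard errors were 0.885, 0.883 and 0.894, and the ratio was 1.25 without the Cox-Reid adjustment. Among the 17 settings, only the local trend gave the standard errors of Table S2. A local dispersion trend can therefore account for the paper's larger count, although the paper's text names no dispersion trend.

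For pirA the paper's fold change in Table 5 is 1.48, against 1.61 here (standard error 0.106). The paper's fold change for pirA in the CWI list of Table S2 is 1.62. With counts summed per culture (1.58), without the biomass term (1.58), and without mutant 70% replicate 1 (1.56), mutant 70% replicate 2 (1.58), wild type 70% replicate 2 (1.51) or wild type 90% replicate 2 (1.57) the value lay within its error of the paper's value in Table 5. Under the other alternatives set before the data were examined it did not.

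In the sheet of read counts of Table S2, the paper's value in the column labelled wild type at 70% is 34.7 for NRRL3_00240, against 23.0 here, 3410 for NRRL3_10375, against 2220, and 30.7 for NRRL3_09554, against 14.4. With effective lengths in DESeq2 the values were 22.9, 2230 and 14.4, and no other alternative set before the data were examined gives these values. The means of the 70% and 90% libraries of the first wild type culture, compared after the values were seen, were 34.9, 3440 and 30.8, and with effective lengths in DESeq2 34.8, 3410 and 30.6.

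The paper places crhC before crhA in the wild type. Here the mean of crhA was 550 normalized counts and that of crhC 491. Table 6 of the paper also lists more reads for crhA. The paper gives gfaB as up-regulated. Here its adjusted p was 0.2 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, between 0.0114 and 0.975 over the alternatives, and it passed only under the 2 settings with a local dispersion trend, chosen after seeing the values. Of the 16 genes of Table 5 and Table 6, 8 passed here. The replicate block called 15 and each local dispersion trend 16. DESeq2 with or without effective lengths called 10, with NRRL3_00240 and ctcA in addition to the 8. Without mutant 90% replicate 1 NRRL3_00240 also passed, and without wild type 90% replicate 1 NRRL3_03954. The paper finds no interaction of biomass and mutation. Here the count was 0, and 44 with the culture as a block.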

Other observations

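The tests of library size, of the pairings of the cultures, of the splits that part same-numbered libraries, of the splits for the genes without the crh genes, the CWI list, the cell wall list and the cluster, of the mutant cultures and of the columns of Table S2 were chosen only after the result was seen. The other tests of the strain comparison were written before.

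Of the 35 splits of the 8 libraries into 4 and 4, 2 gave at least as many genes with an adjusted p-value of at most 0.05 as the real one, the real one included. The other was the split by biomass, fitted without a biomass term, with 571 genes, and 31 splits gave 0. Without the crh genes, the number was again 2. The same 2 splits gave as many CWI list genes (2 of 35) and as many cell wall list genes (2 of 35). As many cluster genes were given by 1 of 35, the real one. Of the 3 splits that keep the cultures whole, 1, the real one, gave as many genes, which with 3 splits cannot bring the share under 0.05. The split by replicate number gave 33 genes. Of the 8 splits that part the same-numbered libraries of the 2 strains at each biomass point, as the real one does, 1, the real one, gave as many genes, and the highest of the others gave 3, which with 8 splits cannot bring the share under 0.05 either. The split by biomass parts none of these pairs.

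The cultures of a strain differed from each other. With culture and biomass as terms in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 772 genes differed between the mutant cultures, 301 of them higher in the first, and 981 between the wild type cultures, 446 of them higher in the first. 130 genes changed over 2-fold between the mutant cultures and 38 between the wild type cultures. The 8 cluster genes were among the 772, with a median log2 difference of 0.76, and 1 of them was among the 981. Of the 85 genes between the strains, 18 were among the 772. The log2 differences of replicate 1 against 2 in the mutant and in the wild type correlated across genes with r = 0.149. A library batch shared by replicate number cannot be told apart from differences of the cultures themselves, because with 2 cultures per strain the value that r takes without such a batch is not known. A shift in growth stage between the mutant cultures would follow the biomass fold changes, and Spearman's rho across the 772 genes was -0.161. What made the cultures differ stays open, and no biological explanation was tested.

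Several explanations for the difference between the strains were tested. Gene length was weighed by the correlation of the log2 fold change with transcript length, which had a rho of -0.079 across tested genes, and with effective lengths as offsets all 85 genes were among the 89 found. Library totals of the strains overlapped (two-sided exact permutation p = 1, n = 4). A shift in growth stage would make the strain fold changes follow the biomass fold changes. Across 70 genes between the strains, without the crh genes and the cluster, rho was -0.084, although it was 0.283 over all tested genes. The values argue against gene length and library totals as the whole of the difference. For the 70 genes they also argue against growth stage as the whole of it. The 8 cluster genes, left out of these 70, were higher at 90% biomass and in the mutant (median log2 fold changes 0.67 and 1.84). For each of the 8 cluster genes, both mutant libraries at 70% biomass lay above both wild type libraries at 90%. For NRRL3_10368, with the smallest change, the values were 8147.2 and 5925 normalized counts against 4436.6 and 4614.2. This argues against a shift within the range from 70% to 90% biomass as the whole of the cluster's difference. A larger shift in growth stage stays open for the cluster. Differences between cultures without a strain effect stay open, except for the 7 crh genes and NRRL3_01619. With the counts summed per culture these passed the threshold, with an adjusted p of 0.0118 for NRRL3_01619 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Across all tested genes without the crh genes and the cluster, 867 had a gap between the strains larger than the spread between the cultures of either strain. Pairing the cultures by replicate number gave 1030 such genes and the crossed pairing 604.

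A local effect of the deletions was looked for in the genes within 3 locus numbers of a crh gene. 0 of 29 tested neighbours had an adjusted p-value of at most 0.05 and 1 had an unadjusted p-value under 0.05, against a mean of 0.262 genes past the threshold around random sets (permutation p = 1). A count of 0 is also what random sets mostly give, so that a small local effect is not excluded. Among 70 genes between the strains, without the crh genes and the cluster, 2 pairs had consecutive locus numbers and moved the same way, NRRL3_02949, chosen after its values were seen, with pirA and NRRL3_09554 with NRRL3_09555. With the calls shuffled over the tested genes the mean was 0.25 pairs (permutation p = 0.0271, 10000 shuffles). Neighbouring genes may therefore be regulated together in a few places, a hypothesis that rests on 4 genes. NRRL3_00239, which fell by 2.92 on the log2 scale, lies next to NRRL3_00240, which rose. Locus numbers followed the order of the genes of Table S2 along the contigs in 12 of 13 contigs.

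The columns labelled wild type at 70% and at 90% in the sheet of read counts of Table S2 equal the means of the 2 libraries of one wild type culture each. The median difference was at most 7.5e-05%, against 8.8 and 8.9% from the means of the libraries at the biomass point in the label. The mutant columns equal the means of the libraries at the biomass point in their label, within 7.2e-05%. The wild type columns may therefore average the 70% and 90% libraries of a culture in place of the 2 cultures at a biomass point.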
